# Comparative transcriptomics of the irradiated melon fly (*Zeugodacus cucurbitae*) reveal key developmental genes

**DOI:** 10.3389/fphys.2023.1112548

**Published:** 2023-01-17

**Authors:** Shakil Ahmad, Momana Jamil, Coline C. Jaworski, Yanping Luo

**Keywords:** *Zeugodacus cucurbitae*, abiotic stress, insect physiology, gene expression, RNA interference (RNAi), developmental defects

## Abstract

Irradiation can be used as an insect pest management technique to reduce post-harvest yield losses. It causes major physiological changes, impairing insect development and leading to mortality. This technique is used to control the melon fly *Zeugodacus cucurbitae*, a major pest of Cucurbitaceae in Asia. Here, we applied irradiation to melon fly eggs, and the larvae emerged from irradiated eggs were used to conduct comparative transcriptomics and thereby identify key genes involved in the development and survival. We found 561 upregulated and 532 downregulated genes in irradiated flies compared to non-irradiated flies. We also observed abnormal small-body phenotypes in irradiated flies. By screening the 532 downregulated genes, we selected eight candidate genes putatively involved in development based in described functions in public databases and in the literature. We first established the expression profile of each candidate gene. Using RNA interference (RNAi), we individually knocked down each gene in third instar larvae and measured the effects on development. The knockdown of *ImpE2* ecdysone-inducible gene controlling life stage transitions–led to major body size reductions in both pupae and adults. The knockdown of the tyrosine-protein kinase-like tok (Tpk-tok) caused severe body damage to larvae, characterized by swollen and black body parts. Adults subject to knockdown of the eclosion hormone (*Eh_1*) failed to shed their old cuticle which remained attached to their bodies. However, no obvious developmental defects were observed following the knockdown of the heat shock protein 67B1-like (Hsp67), the insulin receptor (*Insr*), the serine/threonine-protein kinase Nek4 (Nek4), the tyrosine-protein kinase transmembrane receptor Ror (*Ror_1*) and the probable insulin-like peptide 1 (*Insp_1*). We argue that irradiation can be successfully used not only as a pest management technique but also for the screening of essential developmental genes in insects *via* comparative transcriptomics. Our results demonstrate that *ImpE2* and *Eh_1* are essential for the development of melon fly and could therefore be promising candidates for the development of RNAi-based pest control strategies.

## 1 Introduction

Comparative transcriptomics are extremely useful to investigate gene functions even when genomic data are available as a source of bio information. High-throughput sequencing techniques have been widely used to investigate the function of genes linked with insect growth and development. A growing number of developmental transcriptomes have been published, including that of *Bactrocera dorsalis* (Shen et al., 2011; Chen et al., 2018), *Chrysomya megacephala* (Wang et al., 2015), *Trichopria drosophilae* (Zhou et al., 2019), *Cyrtotrachelus buqueti* (Yang et al., 2017), *Dendrolimus punctatus* (Yang et al., 2016), *Bombyx mori* (Ou et al., 2014) and *Phenacoccus solenopsis* (Arya et al., 2018).

The melon fly, *Z. cucurbitae* is a major insect pest of Cucurbitaceae plants worldwide, damaging vegetables and fruits of more than 130 species, including cucumber, pumpkin, watermelon, bitter gourd, tomato and eggplant (Khan et al., 2020). This invasive insect is widely distributed across climatic regions of Central and East Asia (including in China, Pakistan, Bangladesh, India, Nepal, Philippines, and Indonesia) and Oceania (including the Mariana Islands and New Guinea; Dhillon et al., 2005). It has been the target of multiple pest management programmes because of its high reproduction potential, adaptability, and invasion ability (Hoelmer and Daane 2020; Khan et al., 2020; González-Núñez et al., 2021). Insecticides, particularly organophosphates, have been used for decades as the main pest control strategy against the melon fly, despite being moderately effective and harmful to non-target organisms (Desneux et al., 2007).

Irradiation is a potential alternative pest management technique, not harmful to non-target insect species (Ayvaz and Yilmaz, 2015; Cai et al., 2018). Irradiation is used to limit fly growth and reproduction rather than causing severe mortality, because most fresh commodities could not sustain the enormous doses of radiation required to produce 100% acute mortality (Zhang et al., 2015). Nevertheless, insects can develop various physiological and morphological adaptive mechanisms protecting against irradiation (Armisén and Khila 2022). The physiological changes caused by irradiation may be due biochemical and molecular effects of irradiation. For instance, variations in gene and protein expression levels have been observed after irradiation (Marec et al., 2021). The heat shock protein is a possible irradiation marker since it responds to irradiation at high doses (Msaad et al., 2021). Irradiating pupae at a sterilizing dose may affect gene expression in adults (Chang et al., 2015). Such changes in expression levels may disturb pheromone signal processing and central energy generation in *Z. cucurbitae* pupae (Chang et al., 2015).

RNA interference (RNAi) is a reverse-genetic approach used to study insect functional genomics, recently used as a promising tool for gene knockdown in *Z. cucurbitae* (Ahmad et al., 2021b). For instance in *Z. cucurbitae*, the RNAi-mediated suppression of the *ZcVMP26Ab* gene expression resulted in increased desiccation and decreased hatch-ability of newly laid eggs (Li et al., 2021). Targeting key developmental genes *via* RNAi approaches could cause high levels of developmental defects and mortality in *Z. cucurbitae* (Ahmad et al., 2021b; Jamil et al., 2022). This could lead to potentially less costly and more efficient pest management programs which could be deployed at large scale while being specific and therefore not harmful to non-target insect species. Therefore, it is critical to understand the impacts of irradiation on *Z. cucurbitae* physiology and gene expression levels through a transcriptome analysis for the screening of potential target genes.

Throughout insect development, metamorphoses between life stages, *i.e*., larva to larva, larva to pupa and pupa to adult, are critical steps. These transitions are initiated and orchestrated by the 20-hydroxyecdysone (20E) (Žitňan et al., 2007), controlling events of apoptosis (type-I programmed-cell death–PCD) and autophagy (type-II PCD), as well as the remodeling of larval tissues and the differentiation of adult tissues from imaginal discs (Yin and Thummel 2005; Ryoo and Baehrecke 2010). The 20E-triggered transcriptional cascade is largely responsible for modulating the metabolic processes through autophagy caspase activity and cell dissociation during the larvae to pupae metamorphosis (Tian et al., 2010; Guo et al., 2012). Another critical step throughout insect development is ecdysis, the periodical shedding of the cuticle. This process is necessary for a marked increase in size, since sclerotized cuticles are virtually inextensible in insects. Cleaning the trachea is one of the most important physiological preparations to ecdysis (Kim et al., 2018).

Signaling pathways of insulin and insulin-like factors (IIS) play a significant role in insect body size regulation (Wu et al., 2016). The insulin receptor (InR) is a transmembrane receptor that activates signal transduction upon insulin binding (Sang et al., 2016). Growth inhibition and malformation were observed in ds*InR*-treated *B. mori* individuals (Zhang et al., 2014).

In the present study, we aim to identify genes impacted by irradiation in *Z. cucurbitae*, and responsible for major developmental defects, using comparative transcriptomics followed by targeted gene knockdown. We knocked down individually eight target genes putatively involved in insect growth, and we investigated the effects of knockdown on *Z. cucurbitae* development. We show that irradiation can successfully be used to identify candidate genes for the development of future RNAi-based pest management strategies.

## 2 Materials and methods

### 2.1 Insect rearing

*Z. cucurbitae* was reared in 35 cm × 35 cm × 35 cm cages in the insectary of Hainan University [Haikou, Hainan Province, China; temperature: 25°C ± 1°C; humidity: 60% ± 5%; photoperiod (L: D): 14:10 h] on a 1:3 yeast: sugar diet. Eggs were collected for the experiment by placing cucumber slices in Petri dishes in cages. A Petri dish containing pupae was placed in a new empty cage for adult emergence. Larvae were fed with artificial food following previous studies (Liu et al., 2020; Ahmad et al., 2021b).

### 2.2 ^60^Co radiation exposure

25 h old eggs were exposed to ^60^Co radiation at 50 Gy under free oxygen, at 1.0 Gy/min following previously published studies (Cai et al., 2018; Ahmad et al., 2021a). Experimental replicates were composed of three Petri dishes each containing 100 eggs (diameter of 100 mm; height 15 mm), and three replicates per treatment (irradiated *versus* control) were prepared. To increase hatching and prevent egg desiccation, Petri dishes were covered with a wet filter paper until hatching. Hatched larvae were immediately transferred to the same artificial diet as above. Abnormal phenotypes in irradiated samples were visually observed daily throughout the life cycle from 1st instar to adults. Twenty individuals of 3rd instar from each replicate of both irradiated and non-irradiated groups were frozen with liquid nitrogen and stored at −80°C before RNA extraction for transcriptomic analyses.

### 2.3 Transcriptome sequencing

1.5 µg of RNA was extracted from each sample. The NEBNext®UltraTM RNA Library Prep Kit for Illumina^®^ (NEB, United States) was used to prepare sequencing libraries. To attribute sequences to samples, unique index codes were added to each sample. Purification of mRNA from total RNA was performed with poly-T oligo-attached magnetic beads. Fragmentation was performed using divalent cations under elevated temperature in NEBNext First Strand Synthesis Reaction Buffer (5X). An M-MuLV reverse transcriptase (RNase H-) primer and random hexamer primer were used to produce first-strand cDNA. DNA polymerase I and RNase H were used to synthesize second-strand cDNA. The remaining overhangs were trimmed into blunt ends using exonuclease/polymerase. To prepare for hybridization, adenylation of the 3′end of DNA fragments was followed by ligation of the hairpin loop structure of NEBNext Adaptor. To select cDNA fragments with a similar length, the library fragments were purified using the AMPure XP system (Beckman Coulter, Beverly, United States) and 3 µl of USER Enzyme (NEB, United States) along with size-selected, adaptor-ligated cDNA at 37°C for 15 min followed by 5 min at 95°C (Utturkar et al., 2015). The PCR was carried out with Phusion High-Fidelity DNA polymerase, Universal DNA polymerase primers, and Index (X) primers. PCR products were purified using the AMPure XP system, and the Agilent Bioanalyzer 2100 was used to verify the quality of the library (Zhang et al., 2015).

We used the HiSeq 4000 PE Cluster Kit (Illumina) to cluster the index-coded samples on the Cluster Generation System following manufacturer instructions. The transcriptome was then sequenced using the Illumina Hiseq 4000 platform to generate 150 bp paired-end reads (Yang et al., 2021). Initial processing of raw fastq data (raw reads) was performed using custom Perl scripts (Ma et al., 2022). Low-quality reads and reads containing adapter and poly-N were first removed from the data. The Q30 and GC content were then calculated in the clean data. We used the clean, high-quality data for all downstream analyses. Reference transcriptomic data for *Z. cucurbitae* (GCF_000806345.2) was downloaded from the NCBI’s Sequence Read Archive database. A paired-end alignment of clean reads with the reference was performed using HISAT2 v2.1.0 (Jiang et al., 2022). The number of reads aligned to each reference gene (read depth) was counted using HTSeq v0.11.2. To measure gene expression level, we calculated the FPKM (number of Fragments Per Kilobase of transcript sequence per Millions base pairs sequenced) for each gene using the gene length and its read depth (Nawaz et al., 2018). RNA sequencing raw data has been deposited in the NCBI Sequence Read Archive (SRA; accession number GSE194002).

### 2.4 Differentially expressed genes (DEGs) and enrichment analysis

We used the DEGseq2 R package version 1.26.0 (Love et al., 2014) to test significant differences in gene expression levels between irradiated replicates and control replicates. The threshold for significantly different expressions was set at *p* < .05, a minimum of 1.5 fold change in expression level (|log2 (fold change)| ≥ .58), and an FPKM >1 in at least one of the six samples (Kumar et al., 2020). Gene expression levels were externally validated by qRT-PCR (Supplemenatry Figure S1). GO (Gene Ontology; http://www.geneontology.org/) significantly enriched pathways were identified using the R package ClusterProfiler with a *p*-value <.05 (Wu et al., 2021; Chen et al., 2021). KEGG (Kyoto Encyclopedia of Genes and Genomes) significantly enriched pathways were identified using the KEGG Automatic Annotation Server (KAAS, https://www.genome.jp/tools/kaas/) with *p* < .05 (Mao et al., 2005).

### 2.5 Expression profile and functional characterization of target genes

We observed major developmental defects in irradiated flies, including changes in body size in both pupal and adult flies. Therefore, we focused our mechanistic analysis of irradiation impacts on genes involved in developmental processes. We screened through the significantly downregulated genes in irradiated flies to identify genes previously associated with developmental pathways (GO and KEGG enrichment). Among the most downregulated genes, we selected eight candidates (*Insr*, *Hsp67*, *Tpk-tok*, *Nek4*, *ImpE2*, *Ror_1*, *Eh_1,* and *Insp_1*) for RNAi, based on their previously described role in developmental arrests of many insects species (Vlachou et al., 2006; Ragland et al., 2011; Mizoguchi and Okamoto 2013; Krüger et al., 2015; Lekha et al., 2015; Chang et al., 2019; Pérez-Lluch et al., 2020; Saraswathi et al., 2020).

To establish the temporal expression profile of these eight target genes, partial cDNA fragments of each gene were cloned. For this, total RNA was extracted using TRI reagent. The first strand of cDNA was synthesized using the HiScript R III 1st Strand cDNA Synthesis Kit. RNA was extracted from *Z. cucurbitae* flies at each developmental stage (eggs, 1st instar, 2nd instar, 3rd instar, pupae and adults). We analysed amplified products using agarose gel electrophoresis (1.2% agarose gel) and purified them using a Universal DNA Purification kit (Tiangen, China). We then performed RT-qPCR to verify the identity of gene fragments using SYBR R Premix Ex TaqTM II (TliRNaseH Plus) (Takara, Japan) on an ABI 7500 instrument (United States). Three biological replicates of each gene expression were performed using a PCR reaction containing 10 µl SYBER Green mix, 1 µl cDNA, 1 µl forward and reverse primers and 7 µl water (ddH2O). Gene expression levels were normalized using *EFα1* and *Actin* as internal controls (Jamil et al., 2022), and the 2^−ΔΔCT^ method was used to calculate the gene relative expression level (Livak and Schmittgen 2001). Similar protocols were used to evaluate gene silencing efficiency.

To assess the function of each target gene in development, we used RNAi to individually knock down each gene and measure the effects on body size, development, and survival of *Z. cucurbitae*. T7 RiboMAXTM Express RNAi System (Promega, United States) was used to synthesize dsRNAs specific to each gene. Each primer used for PCR contained a 5′ T7RNA polymerase binding site (GAA​TTA​ATA​CGA​CTC​ACT​ATA​GGG​AGA) followed by the gene-specific sequence. The obtained dsRNA products were purified following the manufacturer’s instructions, and the integrity and quantities of all synthesized dsRNAs were determined using 1.2% agarose gel electrophoresis. Purified dsRNAs were diluted in nuclease-free water, and their concentration was measured using the NanoDrop2000 spectrophotometer. The green fluorescent protein (GFP) dsRNA was used as a negative control. Eight groups of 3rd instar larvae of *Z. cucurbitae* were fed with an artificial diet treated with each gene-specific dsRNA for 24 h (h) and then shifted to another treated fresh food for another 24 h. The control group was fed with dsGFP-treated food (food treated with RNA silencing the Green Fluorescent Protein, used as a marker). The treated food was obtained by mixing 60 µl of dsRNA (1,000 ng/μl) with 6 g artificial of food. Three biological replicates were performed for each treatment (each of the eight genes) and control group, with 60 larvae in each replicate. Two larvae at 0 h, 12 h, 24 h, and 36 h post-feeding from each replicate were used for RNA extraction to quantify the silencing efficiency. Abnormal Phenotypes and survival ratios of the remaining 52 individuals were observed throughout the developmental stages until adult sexual maturity. All the primers along with gene id of the target genes are presented in Supplemenatry Table S2.

### 2.5 Statistical analysis

All statistical analyses were performed using R Core Team (2022). Independent linear regressions were performed to measure differences in the expression level of each target gene among life stages. The significance of the life stage fixed effect was tested using a one-way ANOVA, followed by mean comparisons using a Tukey test (function “TukeyHSD”, library “stats”; R Core Team, 2022). The effect of gene knockdown on the eight target gene expression levels at different times after feeding compared to control was tested using separate linear regressions for each gene. The treatment (knockdown vs. dsGFP control) in interaction with time after feeding (0, 12, 24 or 36 h) implemented as a factor were used as fixed effects. The significance of the interaction was tested with an ANOVA. This was followed by mean comparisons using the function “emmeans” (library “emmeans”; Lenth, 2022), testing differences in expression levels between control and knockdown treatment for each time.

## 3 Results

### 3.1 Quality of the transcriptomic assembly

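RNA was sequenced from 3rd instar larvae of the melon fly that had hatched from 25 h old eggs, either left untreated (the non-irradiated or control group) or exposed to gamma radiation from radioactive cobalt at 50 Gy and a rate of 1.0 Gy per minute. Each group was represented by 3 replicates, and each replicate was a pool of 20 larvae from which 1.5 µg of RNA was taken for a poly-A selected library with paired-end reads of 150 bp. The authors aligned the reads with HISAT2, counted those falling on each gene with HTSeq, and deposited for each library the raw count and the FPKM (fragments scaled by gene length and library total) of 12834 genes. The strand setting of the counting is not stated in the paper. The deposited counts were used as given, so reads of overlapping genes were not reassigned by strand here. The total count on genes was 13192748, 14115043 and 16344295 in the 3 non-irradiated libraries and 17191722, 18311658 and 17701282 in the 3 irradiated libraries. The deposited FPKM values are the counts divided by these totals and by one length per gene, so both units carry the same reads. For the comparison of the groups, counts were normalized with the TMM method, genes with too few counts were removed with the filterByExpr function of edgeR, and the remaining 9768 genes were tested with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment of the p-values.

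Before the groups were compared, every pair of libraries was compared gene by gene. Irradiated replicates 1 and 2 had a Spearman correlation of 0.996 across genes and a biological coefficient of variation of 0.0322, whereas the other 14 pairs had correlations between 0.930 and 0.978 and coefficients of variation between 0.243 and 0.455. The counts of irradiated replicates 1 and 2 still differed by more than sampling noise, with a mean squared standardized difference of 2.86 where sampling noise alone gives a value near 1, against at least 90.1 in every other pair. This argues against 1 library deposited more than once, but does not show that the libraries came from different larvae. They were kept as labelled (n = 3 libraries), and counts of genes are also given with the pair summed into 1 library, a choice made after the data were examined. The first principal component of the normalized counts carried 53.1% of the variance and separated the groups, with every non-irradiated library on one side and every irradiated library on the other.

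**Figure D1:**
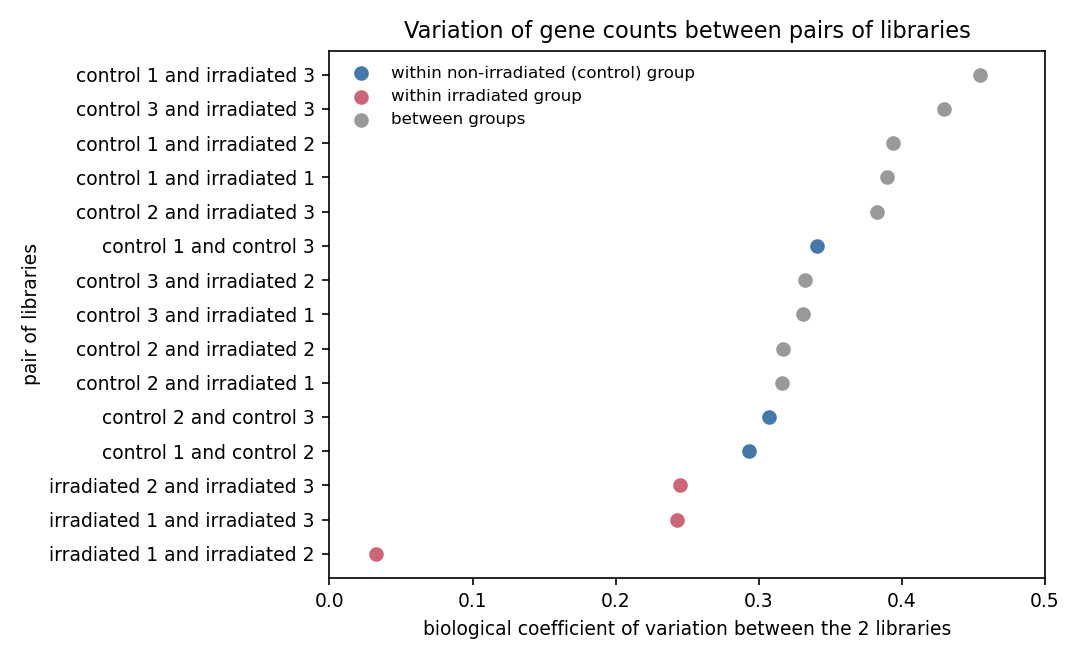
Biological coefficient of variation of the gene counts (x axis, no unit) for each of the 15 pairs of libraries (y axis, sorted), coloured by whether the pair lies within the non-irradiated (control) group, within the irradiated group or between the groups; each point is 1 pair. The pair of irradiated replicates 1 and 2 sits at 0.0322, and the next pair at 0.243.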

The transcriptomic sequencing of *Z. cucurbitae* generated 19,084,528, 20,835,780 and 23,725,619 raw reads for the control replicates and 25,025,265, 26,719,132 and 25,411,483 raw reads the for irradiated replicates. After removing low-quality reads, 62,931,310 and 76,311,626 clean reads were generated in total for the control and the irradiated group respectively, and they were mapped to the reference genome. The percentage of total mapped genes ranged from 86% to 89% across replicates, reflecting the high sequencing quality (Table 1). 

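Set against the mapped reads that Table 1 of the paper lists for each library, the deposited gene counts covered 78.8%, 79.0% and 80.4% of the mapped reads in non-irradiated replicates 1, 2 and 3, and 80.5%, 80.4% and 80.4% in irradiated replicates 1, 2 and 3. A count of at least 1 was recorded for 11435 to 11708 of the genes in the non-irradiated libraries and for 11555 to 11675 in the irradiated libraries. The 10 genes with the highest counts took between 14.8% and 15.9% of the counts in the non-irradiated libraries and between 13.3% and 13.6% in the irradiated libraries. A single count corresponded to between 0.0546 and 0.0758 CPM (counts scaled to a common library total), which sets the lowest level that each library could show.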

The high-quality score (Q30) was over 92%, the GC content was above 43%, and the mapped ratio exceeded 87%.

**TABLE 1:** Transcriptomic sequencing and assembly quality.

Sample	Raw reads	Clean reads	Q30 (%)	GC content (%)	Total mapped	Mapped ratio (%)
Control1	19084528	18873766	92.16	42.44	16746692	88.73
Control2	20835780	20623263	92.72	42.88	17878306	86.69
Control3	23725619	23434281	92.37	43.23	20338612	86.79
Treatment1	25025265	24790216	92.36	43.46	21359250	86.16
Treatment2	26719132	26403833	92.77	43.58	22778586	86.27
Treatment3	25411483	25117577	92.63	43.23	22010532	87.63

### 3.2 Differentially expressed genes (DEGs)

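Genes were called by the threshold of the paper's methods, an unadjusted p under 0.05, a log2 fold change of at least 0.58 in either direction and an FPKM above 1 in at least 1 library. With edgeR's quasi-likelihood test, 1131 of the 9768 tested genes met it. An unadjusted p under 0.05 alone was reached by 2050 genes, where 488.4 would be expected if no gene differed. This expectation holds for 6 independent libraries, which irradiated replicates 1 and 2 may not be. In 1030 of the 1131 called genes (91.1%), all 3 irradiated libraries lay on one side of all 3 non-irradiated libraries. These genes were selected on the same libraries, which favours such separation, so this share is no independent support. The same separation held for 28.4% of all tested genes, and chance gives 10% for 6 independent libraries, or 20% if irradiated replicates 1 and 2 count as 1 library. With DESeq2, the package cited in the paper's methods, at its default settings, 1287 genes met the threshold, and 1113 of the 1131 genes called with edgeR were among them. With irradiated replicates 1 and 2 summed into 1 library, 1015 genes met it.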

1,093 genes showed a significant difference in expression levels between irradiated flies and control flies. Among these DEGs, 561 were upregulated and 532 were downregulated in the irradiated group compared to the non-irradiated group (Supplemenatry Figure S2). 

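In the edgeR test, 586 of the called genes were higher in the irradiated libraries and 545 were lower. With DESeq2 the numbers were 663 higher and 624 lower, and with a log2 fold change of at least 1 as the threshold in edgeR they were 308 and 302. The threshold takes no account of the number of genes tested. At a Benjamini-Hochberg adjusted p under 0.05 in edgeR's test, without a fold change or FPKM threshold, 209 genes were higher and 156 were lower. In all 365 of them the 2 groups of libraries did not overlap, which selection on the same libraries favours. The number of 365 rested on counting irradiated replicates 1 and 2 as separate replicates. With the pair summed, 20 genes were higher and 5 were lower at the same adjusted p, while 18 and 3 passed it without irradiated replicate 1 and 22 and 5 without irradiated replicate 2. Without irradiated replicate 3, the numbers were 95 and 43. Leaving out a non-irradiated library gave 120 to 162 higher and 90 to 154 lower genes. DESeq2, run only with the pair as separate libraries, gave 554 higher and 480 lower genes at its own adjusted p under 0.05.

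**Figure D2:**
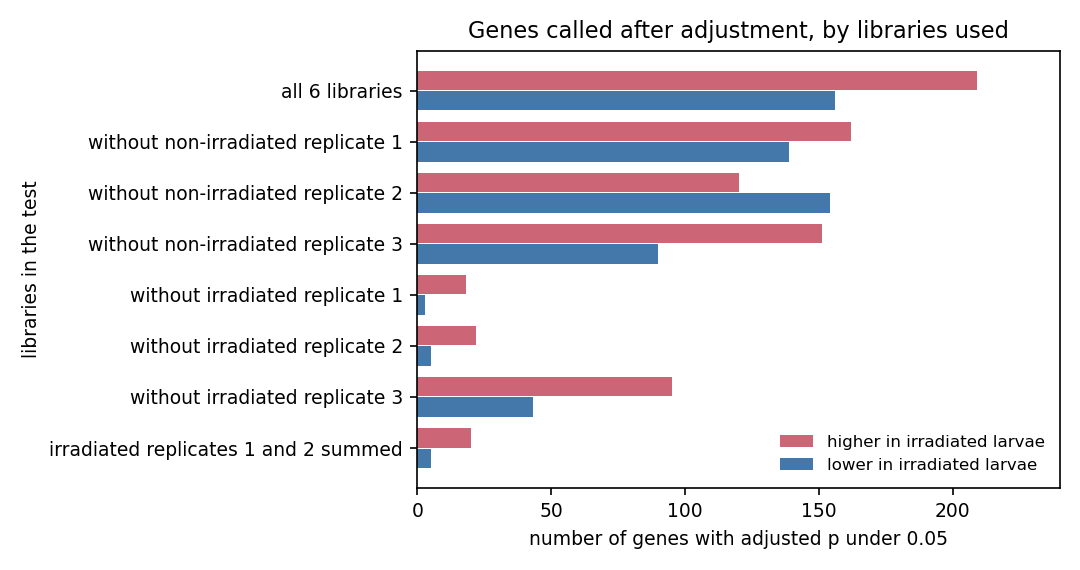
Number of genes with an adjusted p under 0.05 in edgeR's quasi-likelihood test (x axis) that were higher or lower in irradiated larvae, for all 6 libraries, with each library left out in turn, and with irradiated replicates 1 and 2 summed (y axis). The bars fall from 209 and 156 with all libraries to 20 and 5 with the pair summed.

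Among the genes called after adjustment, with a mean of at least 1 CPM and no overlap between the groups, the largest decrease was that of LOC105212753, at 7.90 ± 4.79 normalized CPM in the non-irradiated and 0.326 ± 0.228 in the irradiated libraries (SD, n = 3 libraries each). Its log2 fold change was -4.58 (standard error 0.75, adjusted p = 0.0282 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call that was lost with the pair summed, without non-irradiated replicate 1 or 3, without any of the irradiated replicates, and with limma on log2(FPKM + 1). The gene with the smallest p among the lower genes was LOC105213889, at 24.0 ± 2.91 and 6.41 ± 0.259 normalized CPM (SD, n = 3 libraries each). Its log2 fold change of -1.90 (standard error 0.13, adjusted p = 0.00674 from the same edgeR test) remained past the threshold in every alternative that gave an adjusted p. Dll_0 fell from 2.67 ± 0.495 to 0.150 ± 0.114 normalized CPM (SD, n = 3 libraries each), with a log2 fold change of -4.08 (standard error 0.49, adjusted p = 0.0141 from edgeR), a call that was lost with the pair summed and without irradiated replicate 1.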

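The transcriptome side of the comparison with qRT-PCR rests on 15 genes that the paper lists in Table S1, 9 of them higher and 6 of them lower in irradiated larvae. All 15 had the direction of Table S1 in the deposited counts. The 9 higher genes had log2 fold changes between 3.65 (LOC105213671) and 11.94 (LOC105213841) in edgeR's quasi-likelihood test, each with an adjusted p under 0.05 and without overlap between the groups. Of the 6 lower genes, LOC105214581 fell from 5.56 ± 1.50 to 2.17 ± 1.01 normalized CPM (SD, n = 3 libraries each), with a log2 fold change of -1.36 (standard error 0.39, adjusted p = 0.11 from edgeR), and it passed an adjusted p of 0.05 with DESeq2. The other 5 lower genes had too few counts to be kept by the filter, and their values come from the same test without a filter. LOC105216023 had 3, 0 and 25 counts in the non-irradiated libraries and 0 in every irradiated library, which makes it at least 3.44-fold lower when the irradiated libraries are set to a floor of 3 counts each. This bound rests on non-irradiated replicate 3: without it the log2 fold change was -3.88 against -6.29 with it, and the non-irradiated counts lie at or below the floor, so no bound remains. LOC105214460 had 1, 1 and 27 counts against 1, 2 and 1, so that its decrease rested on non-irradiated replicate 3 (log2 fold change 0.07 without that library). LOC114803523 had 2, 2 and 12 counts against 0, 1 and 1 (log2 fold change -2.97, and -1.73 without non-irradiated replicate 3), LOC105214441 had 8, 4 and 11 against 3, 0 and 2, and LOC105211598 had 9, 3 and 6 against 3, 3 and 1. None of these 5 genes had an adjusted p under 0.05 in edgeR, with adjusted p between 0.219 and 0.343. The qRT-PCR measurements themselves were not analysed here.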

Gene expression levels were validated using qRT-PCR, and DEG expression levels were not significantly different in the transcriptomic data compared to qRT-PCR data (Supplemenatry Figure S1). Among all DEGs, two yolk protein vitellogenin-1 and vitellogenin-1-like were highly upregulated by ∼2,900 times and 600 times, respectively. 

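The gene that Fig. S1 labels vitellogenin-1-like is LOC105213847 in Table S1 when the labels of the figure are read in the order of the table. Vitellogenin is the precursor of egg yolk protein. LOC105213847 had 6, 0 and 11 counts in the 3 non-irradiated libraries and 12529, 13054 and 32822 counts in the 3 irradiated libraries. This is 0.366 ± 0.344 and 1101 ± 646 normalized CPM (SD, n = 3 libraries each), and an FPKM of 0.361 ± 0.330 and 1055 ± 629. Its log2 fold change was 11.47 (standard error 0.95, adjusted p = 0.00764 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a 2835-fold increase, and the exact permutation test gave p = 0.1 (two-sided), the smallest p that 3 libraries against 3 allow. With each library left out in turn, the log2 fold change stayed between 10.87 without irradiated replicate 3 and 12.27 without non-irradiated replicate 3. Counting error alone gave the ratio of the summed normalized counts a range from 1779 to 4891 (95% exact binomial interval). No sequences were compared, so reads shared with related neighbouring genes are not excluded. The other yolk protein gene of the sentence carries no identifier in the paper's tables and was not analysed here.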

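Of the strongly raised genes, serine protease persephone-like and ctenidin-3-like can be followed by the identifiers of Table S1, read in the order of the labels of Fig. S1. Serine protease persephone-like (LOC105213841), which belongs to a class of enzymes that cut other proteins, had 3, 3 and 4 counts in the non-irradiated libraries and 8257, 8801 and 31912 counts in the irradiated libraries. Its log2 fold change was 11.94 (standard error 0.89, adjusted p = 0.00674 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), or 3916-fold, and lay between 11.01 without irradiated replicate 3 and 12.24 over the libraries left out in turn. Ctenidin-3-like (LOC105215154) had 2, 0 and 2 counts against 868, 885 and 2010, at 0.0877 ± 0.0763 and 71.0 ± 36.5 normalized CPM (SD, n = 3 libraries each). Its log2 fold change was 9.49 (standard error 0.66, adjusted p = 0.00674 from the same edgeR test), and the ratio of the summed counts, normalized for library size, had a 95% exact binomial interval from 304 to 2864, which covers counting error only. Both genes kept an adjusted p under 0.05 in every alternative that gave one. The level in irradiated replicate 3 was more than that of either other irradiated library for both genes, while irradiated replicates 1 and 2 were nearly alike. Also in Table S1, defensin-1-like (LOC105212138) and sapecin-like (LOC105212139) had log2 fold changes of 5.02 and 6.24.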

Serine protease persephone-like, ctenidin-3-like, defensin-A-like, glycine-rich RNA-binding protein GRP2A-like and Gram-negative bacteria-binding protein 2-like genes were also amongst the most enriched DEGs in the irradiated group (by > 4,000, >700, >200, >600, and >150 times, respectively). Cell death abnormality protein 1, farnesol dehydrogenase-like, and 20-hydroxyecdysone protein genes were highly downregulated in the irradiated group, with expression levels 150, 65, and 54 times lower, respectively.

Twenty GO terms were found significantly enriched in the DEGs (Figure 1). All pathways except one were enriched with both up- and downregulated DEGs. The most enriched pathways in biological processes were lipid transport and lipid regulation (mostly upregulated DEGs) as well as secretion (mostly downregulated DEGs). In cellular components, the most enriched pathways were extracellular space and extracellular region parts (mostly upregulated DEGs). Finally, in molecular functions, the most enriched pathways were monoxygenase activity and hydrolase activity as well as iron ion, heme, tetrapyrrole, odorant and signalling receptor binding functions, with slightly more down-than upregulated DEGs.

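The GO terms of the genes were not analysed here, since the files pair no gene with a term. Cytochrome P450 enzymes carry a heme group and act as monooxygenases, and the deposited table names 33 genes by a cytochrome P450 symbol (Cyp), without those listed under a number only. This list was drawn after the data were examined, and the genes named from it were chosen after their values were seen. Of these, 28 passed the count filter. By the paper's criteria 5 were higher in the irradiated libraries (Cyp12b2_0, Cyp309a2_4, Cyp4aa1, Cyp4ae1_3 and Cyp6v1_1) and 5 were lower (Cyp12b1_1, Cyp304a1_2, Cyp313a4_3, Cyp4ac1_1 and Cyp6g1). The 10 called genes among the 27 with an FPKM above 1 compare with 1131 of 9110 for all tested genes above that FPKM (Fisher's exact test, two-sided, p = 0.000958, or 0.00575 after adjustment over 6 gene lists). The median log2 fold change of the 28 genes was -0.01, with values between -2.68 and 1.32, so members moved in both directions and no common shift was found (camera, direction up although the median is below 0, adjusted p = 0.578). 1 of the genes had an adjusted p under 0.05 over all tested genes, Cyp4ac1_1, with a log2 fold change of -1.13 (standard error 0.17, adjusted p = 0.0247 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Reads of closely related members of this family could be divided between them by the counting.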

**FIGURE 1:**
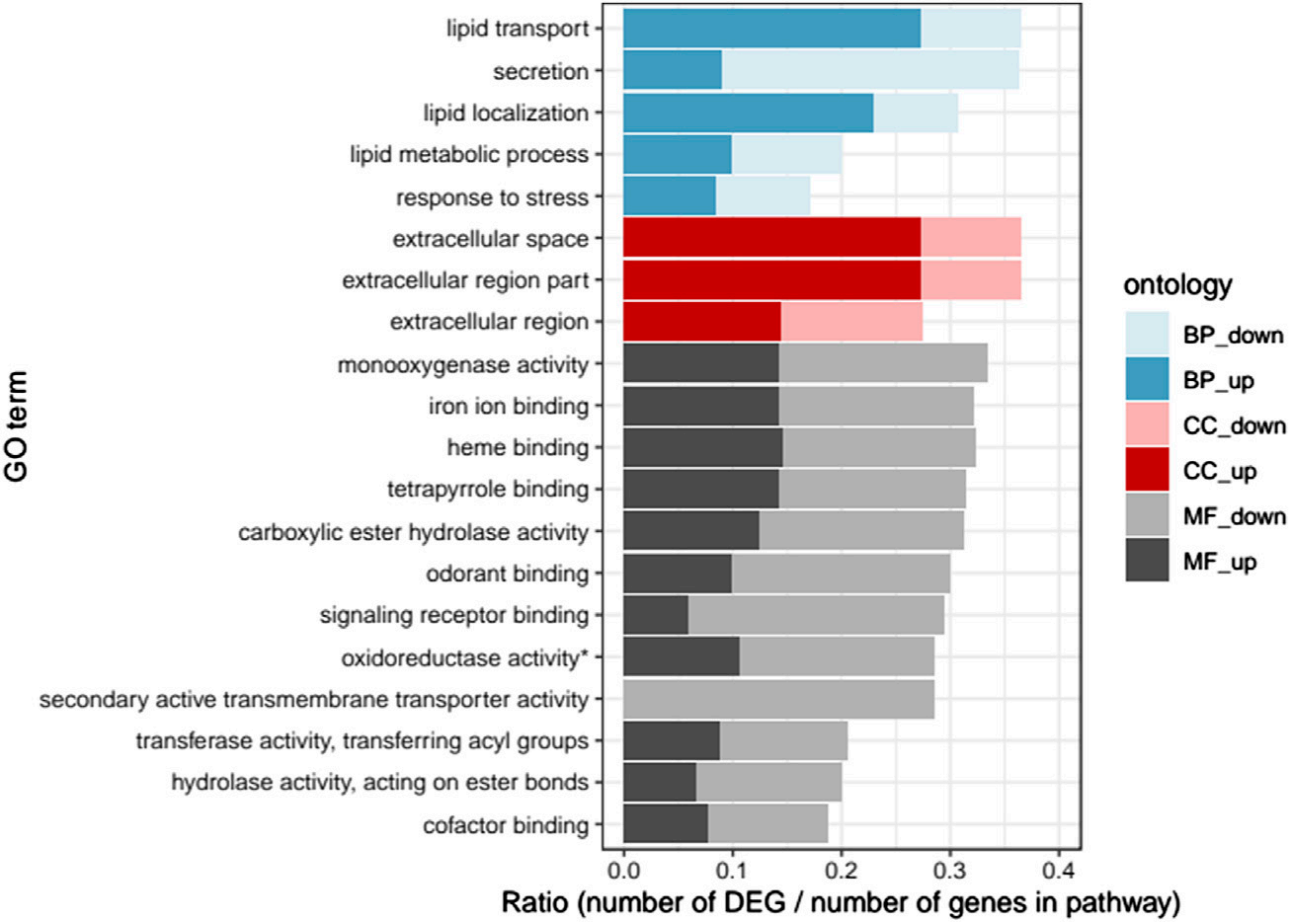
Gene ontology enrichment analysis: Ratio of the number of up- and downregulated differentially expressed genes (DEGs) over the total number of genes in each pathway, for the 20 significantly enriched GO pathways (*p* < .05). “BP”, biological process; “CC”, cellular component; “MF”, molecular function; “up", upregulated; “down”, downregulated (* oxidoreductase activity acting on paired donors, with incorporation or reduction of molecular oxygen).

358 KEGG pathways were significantly enriched in irradiated flies, of which 164 were downregulated and 194 were upregulated. Among the 15% most enriched downregulated pathways, we found steroid biosynthesis, protein kinases, metabolism of xenobiotics by Cytochrome P450, exosome, and DNA replication proteins (Supplemenatry Figure S3B), which are pathways associated with developmental defects. Among the 15% most enriched upregulated pathways, we found apoptosis, AMPK signalling pathway, Cytochrome P450, enzymes with EC numbers, peptidases and inhibitors, and protein processing in endoplasmic reticulum (Supplemenatry Figure S3A), which are pathways associated with defence mechanisms.

### 3.3 Temporal expression of target genes

The expression analysis of the eight target genes *Insr*, *Hsp67*, *Tpk-tok*, *Nek4*, *ImpE2*, *Ror_1*, *Eh_1,* and *Insp_1* showed that their expression pattern varied among almost all developmental stages (Figure 2). *Insr* and *Hsp67* expression levels were the highest in adults, followed by pupae (Figures 2A, B). *Tpk-tok* was highly expressed in eggs, then its expression level remained the same in 1st, 2nd, and 3rd instar, then significantly increased in the pupal stage (Figure 2C). The expression levels of *Nek4, Eh_1* and *ImpE2* were highest in the 3rd instar, followed by pupae and adults (Figures 2D, E, G). *Ror_1* was expressed in all the developmental stages, and the highest expression was recorded in eggs and 2nd instar, followed by 1st, 3rd instar and pupae (Figure 2F). The expression level *Insp_1* was highest in 3rd instar followed by pupae and 2nd instar (Figure 2H).

**FIGURE 2:**
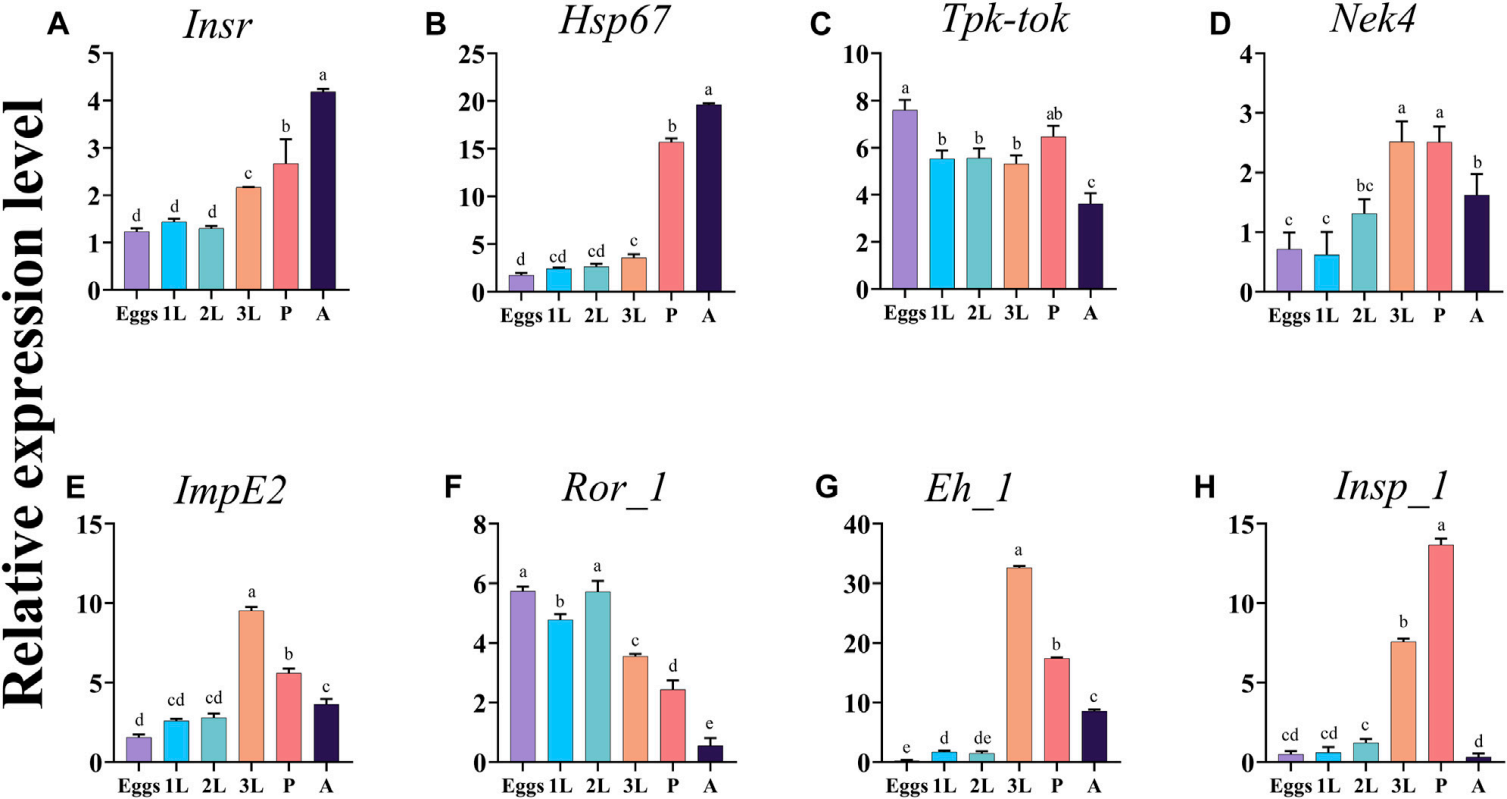
Expression profiles of the eight target genes *Insr*, *Hsp67*, *Tpk-tok*, *Nek4*, *ImpE2*, *Ror_1*, *Eh_1,* and *Insp_1* in different developmental stages of *Z. cucurbitae*. Eggs, 1st instar (1L), 2nd instar (2L), 3rd instar (3L), Pupae (P) and Adults (A). Values represent means ± SD. Different letters above the bars indicate significant differences at *p* < .05 (Tukey’s tests). *EFα1* and *Actin* were used as internal controls and the 2^−ΔΔCT^ method was used to calculate the gene relative expression level.

### 3.4 Effects of dsRNA oral feeding on target genes expression

The transcript levels of *Insr*, *Hsp67*, *Tpk-tok*, *Nek4*, *ImpE2*, *Ror_1*, *Eh_1,* and *Insp_1* were significantly reduced 12–36 h after feeding on dsRNA-enriched food compared to the control group, except *Tpk-tok* which expression level was not significantly reduced before 24 h (Figure 3).

**FIGURE 3:**
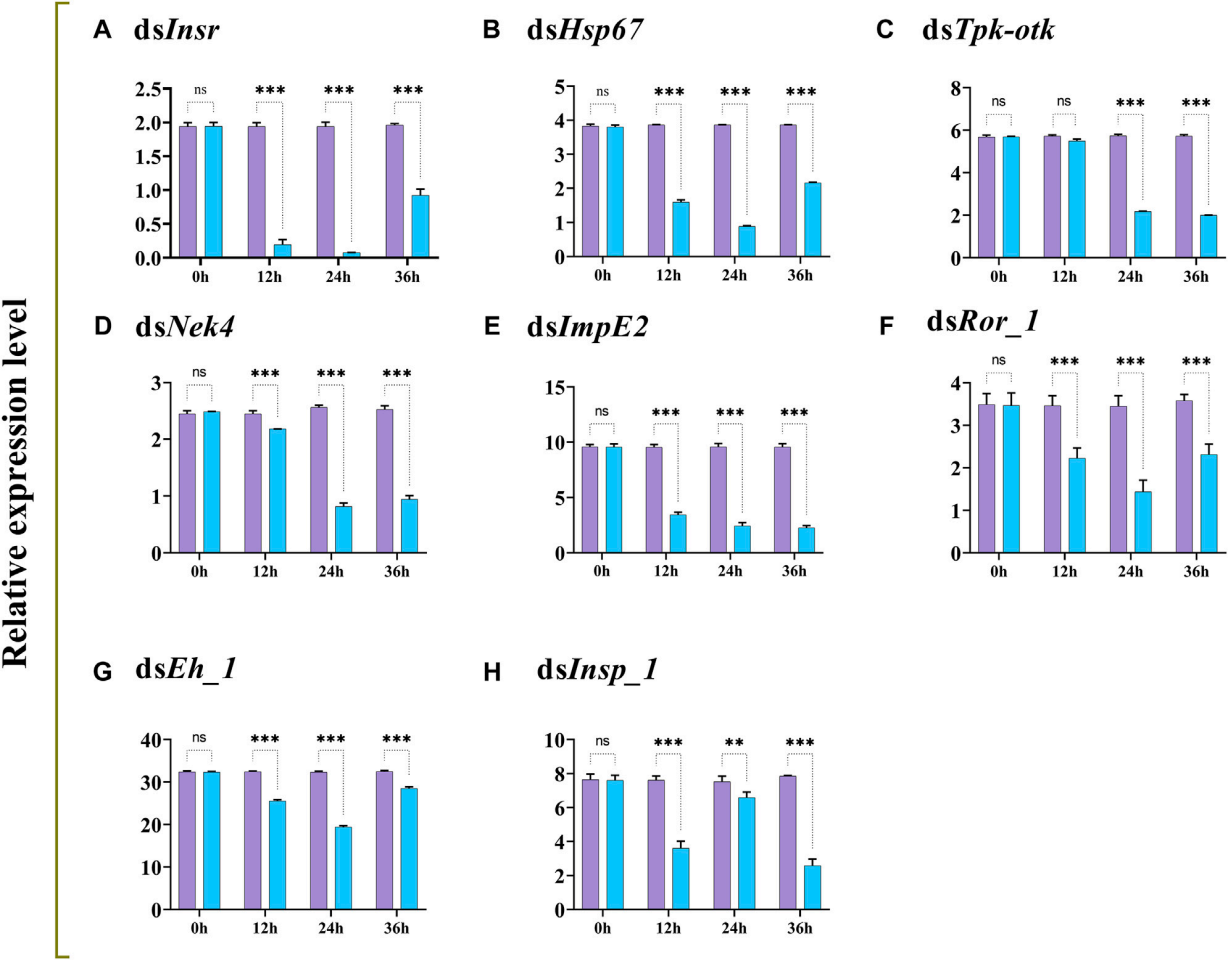
Relative expression profiles (mean ± SD; N = 3 replicates per treatment) of *Insr*, *Hsp67*, *Tpk-tok*, *Nek4*, *ImpE2*, *Ror_1*, *Eh_1* and *Insp_1* in *Z. cucurbitae* larvae at different times after feeding on gene-specific dsRNA (treatment; blue) compared to dsGFP (control; purple). *p < .05; **p < .01; ***p < .001; ns, no significant difference. *EFα1* and *Actin* were used as internal controls and the 2^−ΔΔCT^ method was used to calculate the gene relative expression level.

### 3.5 Genes silencing effects on insect development and survival

Silencing of *Insr*, *Hsp6*, *Nek4*, *Ror_1,* and *Insp_1* did not visibly alter *Z. cucurbitae*’s phenotype at any developmental stage. However, the silencing of *Tpk-tok* caused severe defects in 39.5% of larvae 36 h after feeding compared to the control flies (Figures 4B, 5A). The larval body was distorted in the abdomen section. The middle part of the larvae near the anterior portion became blackish and 60% of the larvae died before pre-pupation stage (Figures 4B, 5A). Few larvae developed into the quiescent stage (about 96 h after ecdysis into final instar) when fed with *Tpk-tok* dsRNA. In contrast, *Eh_1-*silenced flies were able to molt to the pupal stage, and the shedding of the larval cuticle was completed. However, 26% flies fed with ds*Eh_1*-enriched food died at the pupal-adult eclosion stage, when the flies failed to shed their old cuticle and remain attached to their body, showing incomplete ecdysis (Figures 4D, 5A). Also 36.5% of the flies were recorded with the same abnormal phenotypes as when fed with ds*Tpk-tok* (Figures 4D, 5A). Finally, the knockdown of *ImpE2* had no effect on larval growth or survival but significantly reduced the body size in 50.7% of both pupal and adult flies compared to control flies (Figures 4E, 5A). A 12 h delay in adult eclosion was also observed due to *ImpE2* silencing compared to the control.

**FIGURE 4:**
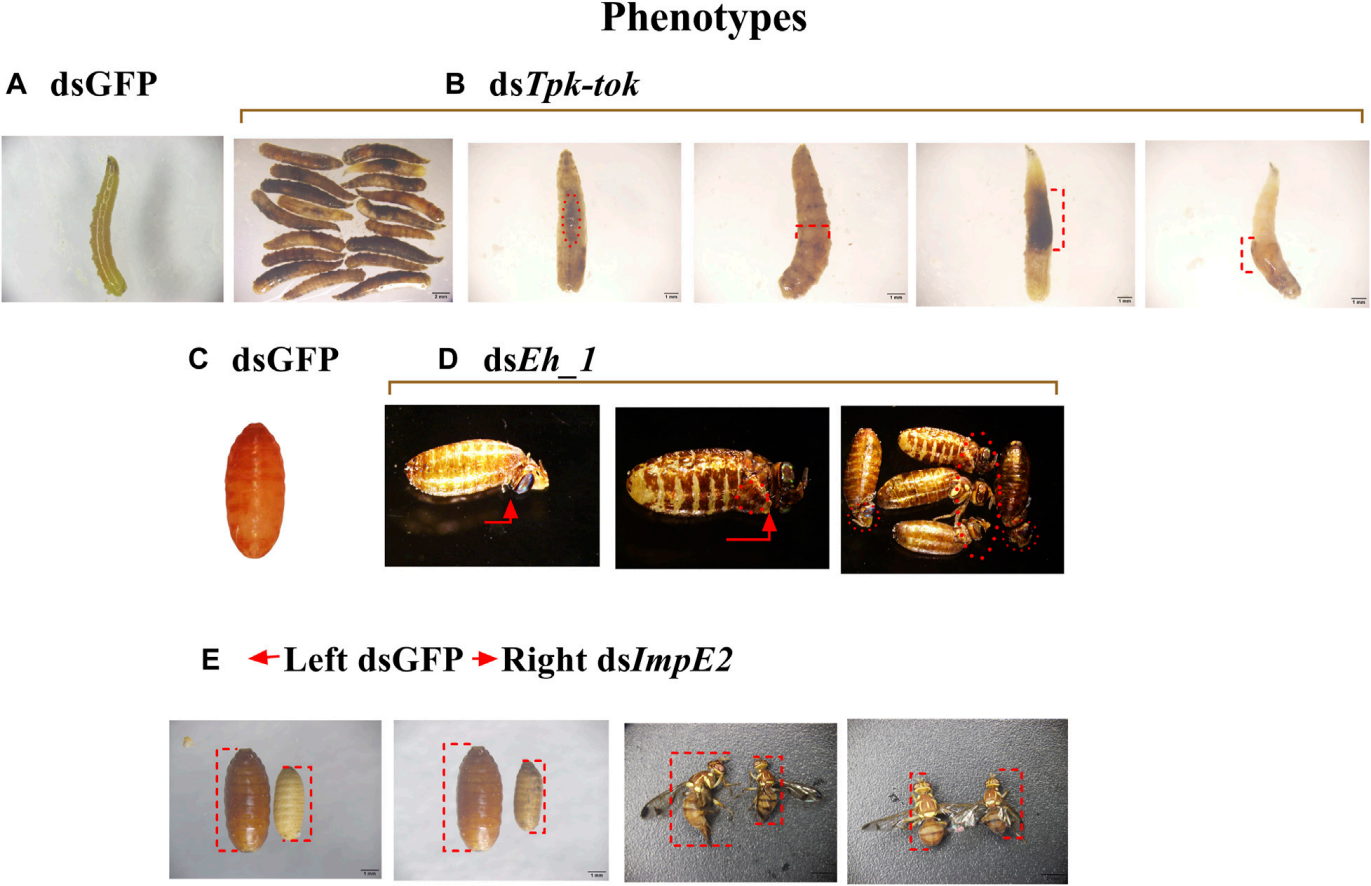
Developmental defects observed in *Z. cucurbitae* flies after the knockdown of **(B)** *Tpk-tok*, **(D)** *Eh_1* and **(E)** *ImpE2* genes. **(A)** 3rd instar of *Z. cucurbitae* after feeding on dsGFP-enriched food (control flies). **(C)** Normal pupae from the dsGFP control treatment. Red lines and circles represent the insect body’s damage, blockage, and swell portion in **(B)** and reduced body size in **(E)**, while red arrows show the old insect cuticle still attached to their body in **(D)**.

**FIGURE 5:**
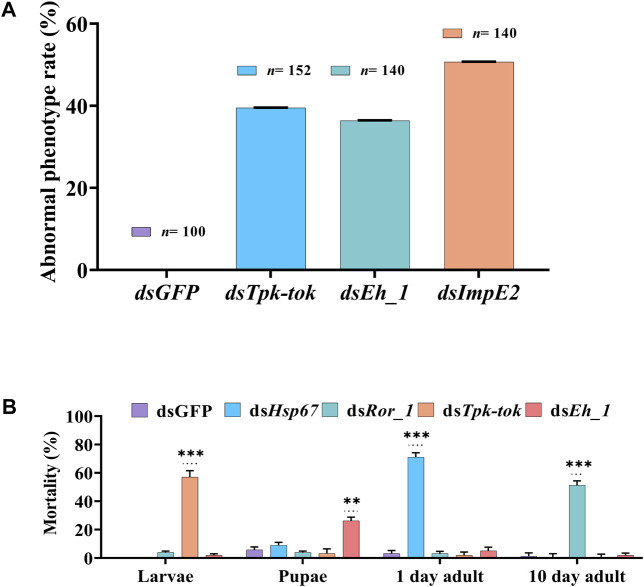
Abnormal phenotypes and Mortality observed in different developmental stages of *Z. cucurbitae*. **(A)** Percentage of observed abnormalities after dsRNA delivery of target genes and dsGFP (Control). **(B)** Percentage of insect mortality post feeding dsRNA of target genes compared to the control group. Values represent means % ± SD. Data were analysed using Duncan’s test.*p < .05; **p < .01; ***p < .001; ns no statistically significant difference compared to control.

Knockdown of *Hsp67* decreased the survival of newly emerged adults by 71% compared to control-fed larvae (Figure 5). Similarly, the knockdown of *Ror_1* significantly decreased adult survival by 51% before the treated flies reached the sexual maturity stage. In contrast, the knockdown of *Tpk-tok* caused severe developmental defects in the larval stage compared to dsGFP leading to 57% of larval mortality. Similarly, the knockdown of *Eh_1* caused 26% mortality at the pupal stage (Figure 5).

## 4 Discussion

We identified and characterized the function of key genes involved in the development and survival of *Z. cucurbitae* using ^60^Co irradiation as a screening tool. We found 1,093 differentially expressed genes (DEGs) in irradiated flies, including 561 upregulated and 532 downregulated genes. Among these, we selected eight DEGs based on their putative function described in the literature (Vlachou et al., 2006; Ragland et al., 2011; Mizoguchi and Okamoto, 2013; Krüger et al., 2015; Lekha et al., 2015; Chang et al., 2019; Pérez-Lluch et al., 2020; Saraswathi et al., 2020), and we knocked down these genes individually to assess their role in the development of *Z. cucurbitae*. 

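The 8 target genes were looked up by the identifiers of Table S2. All 8 were lower in the irradiated libraries, with an unadjusted p under 0.05, the p threshold of the paper's methods, in edgeR's test (for Eh_1, in the test without a filter), and 4 of the 8 had an adjusted p under 0.05. Hsp67 (LOC105220847) fell from 11.5 ± 3.77 to 1.32 ± 0.392 normalized CPM (SD, n = 3 libraries each), with a log2 fold change of -3.11 (standard error 0.32, adjusted p = 0.00973 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Insr (LOC105217849) fell from 5.64 ± 0.796 to 2.25 ± 0.225 (log2 fold change -1.33, adjusted p = 0.0243 from edgeR), Tpk-tok (LOC105213376) from 6.55 ± 2.09 to 1.63 ± 0.435 (log2 fold change -2.01, adjusted p = 0.0270 from edgeR) and Nek4 (LOC105215510) from 2.58 ± 0.415 to 0.721 ± 0.249 normalized CPM (log2 fold change -1.83, adjusted p = 0.0400 from edgeR). With irradiated replicates 1 and 2 summed into 1 library, Insr, Tpk-tok and Nek4 no longer had an adjusted p under 0.05. Nek4 also lost it without any 1 of the 6 libraries, Tpk-tok without any except non-irradiated replicate 2 and with limma on log2(FPKM + 1) or log2(FPKM + 0.1), Insr without non-irradiated replicate 3 or any irradiated replicate, and Hsp67 without irradiated replicate 1. ImpE2 (LOC105216289) had 97, 10 and 326 counts in the non-irradiated and 6, 3 and 0 counts in the irradiated libraries. Its groups did not overlap, but the non-irradiated libraries differed so much that the log2 fold change of -5.71 had a standard error of 1.43 (adjusted p = 0.0913 from edgeR). With DESeq2, ImpE2 and Ror_1 passed an adjusted p of 0.05, and ImpE2 also did in edgeR without non-irradiated replicate 2. DESeq2 was run only with irradiated replicates 1 and 2 as separate libraries. With the pair summed, edgeR gave an adjusted p of 0.246 for ImpE2 and 0.318 for Ror_1. Ror_1 had 61, 8 and 28 counts against 12, 7 and 7 (log2 fold change -2.14, adjusted p = 0.152 from edgeR), and Insp_1 (LOC105212945) had 43, 7 and 32 against 13, 12 and 10 (log2 fold change -1.46, adjusted p = 0.224 from edgeR). For both, the groups overlapped. Eh_1 had 1, 0 and 37 counts against 0, 1 and 0, too few to be kept by the filter, so that the decrease rested on non-irradiated replicate 3. Without the filter its log2 fold change was -4.93 (adjusted p = 0.271 from edgeR), and -0.70 without that library. The ratio of its summed normalized counts, irradiated over non-irradiated, was 0.0218, with a counting interval from 0.000538 to 0.129. The paper states that it focused on developmental genes because irradiated flies had developmental defects, and searched the genes lowered by irradiation for them. It describes these 8 as chosen from the most strongly lowered genes, for the roles described for them in other insects. In edgeR's test, 302 genes met the paper's criteria with a log2 fold change of -1 or lower. Among the 8, ImpE2 stood at -5.71, but Insr at -1.33 and Insp_1 at -1.46.

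**Figure D3:**
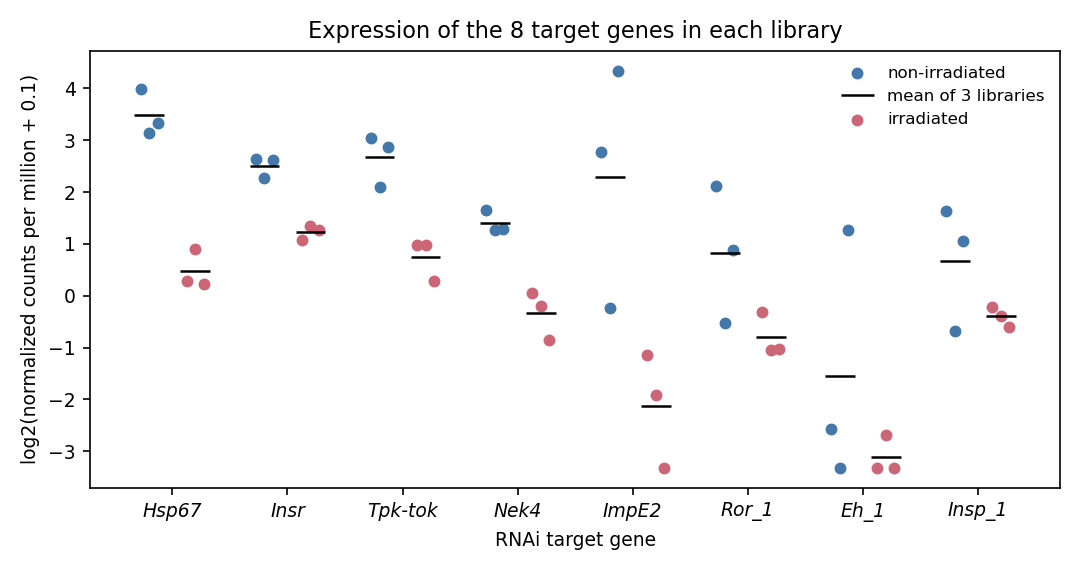
Normalized CPM of the 8 target genes on a log2 scale after adding 0.1 (y axis), with 1 point per library for the 3 non-irradiated and 3 irradiated libraries and a line at the mean of each group. Points of the groups are apart for Hsp67, Insr, Tpk-tok, Nek4 and ImpE2 and overlap for Ror_1, Eh_1 and Insp_1.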

Successful knockdown of orally delivered dsRNA for target gene in artificial diet was reported previously in *Z. cucurbitae* (Ahmad et al., 2021b; Jamil et al., 2022). The knockdown of two genes, *ImpE2* and *Tpk-tok*, caused major developmental defects. This study reports key genes involved in the development of melon fly, a highly resistant insect pest and could be used for RNAi based management.

The expression level of the ecdysone receptor (EcR) target gene *ImpE2* was the highest in third instar larvae, followed by pupae and adults. *EcR* is essential for insect molting and metamorphosis (Yin and Thummel 2005; Žitňan et al., 2007; Ryoo and Baehrecke 2010). Due to tissue- and stage-specific mechanisms, *20E* is essential but sufficient for inducing autophagy and apoptosis in larval tissues, primarily through upregulation of several apoptosis and *Atg* genes (Lee et al., 2003; Yin and Thummel 2005; Liu et al., 2013). We observed that the suppression of *20E* through the knockdown of *ImpE2* at the larval stage caused precocious pupation and reduced pupal and adult body size. In insects, the larval stage determines the final body size analogously to the juvenile stage in humans (Edgar 2006; Mirth and Riddiford 2007). In general, insects with reduced body size suffer from either slow larval development or premature pupation, which shortens the larval developmental period (Colombani et al., 2003; Edgar 2006; Mirth and Riddiford 2007). Under *ImpE2* knockdown, we observed that larval body size was not affected but the transition to the pupal stage happened earlier than in control flies, which is a non-feeding stage of the insect. Thus, the smaller body size of flies is likely to be caused by precocious pupation due to the knockdown of *ImpE2.* Precocious or delayed pupation has been observed previously in many insects (Mirth et al., 2005; Layalle et al., 2008).

We found that suppressing *Tpk-tok* transcripts impaired larval development and ultimately caused mortality, highlighting its major role in *Z. cucurbitae* development and survival. Consistent to our findings, a previous study reported the involvement of tyrosine kinase (TK) in the development and survival of *Schistosoma mansoni* (Tavares et al., 2020). This pathway has an essential role in body development: receptor tyrosine kinase (RTK) signalling emerged as a key evolutionary strategy for transmitting extracellular information. Cells use this pathway to transduce extracellular cues, which contributes extensively to developmental processes. Previous studies reported that the ERK signalling pathway contributed to stopping the meiotic metaphase II in insects (Yamamoto et al., 2008), to egg fertilization (Yamamoto et al., 2013), and to vitellogenesis (Han et al., 2020). However, it is still unclear whether ERK signalling affects insect development or survival, as most of these studies investigated their role at the cellular level only. A knockdown of *Fer*, a TK from FES protein family in *Caenorhabditis elegans* (Nematoda: Rhabditidae), revealed that this protein is important for nematode epidermal differentiation (Putzke et al., 2005).

Similarly to *ImpE2*, the transcript level of *Eh_1* had the highest expression in third instar larvae, followed by pupae and adults and its silencing stopped the pupa to adult transition, when the flies failed to shed their old cuticle which remained attached to their body. We found that *Eh_1* transcripts were detected from egg to adult stage, and the mRNA levels were high in pupae and adults. Comparably, *EH* was found to be expressed in pre-pupae, five-day-old pupae, and early adults in *T. castaneum* (Arakane et al., 2008). The temporal expression indicates that *EH* likely exerts its function in the larvae-pupa-adult transition in *T. castaneum* (Arakane et al., 2008) and *L. decemlineata* (Shen et al., 2021), consistent with our findings in *Z. cucurbitae*. Also consistent with our results, the knockdown of *Eh_1* in the model insects *D. melanogaster* (McNabb et al., 1997; Clark et al., 2004; Krüger et al., 2015; Scott et al., 2020) and *T. castaneum* caused severe impairment in pupation and adult eclosion (Arakane et al., 2008). The ds*EH* delivery in *T. castaneum* through injection disrupted pre-ecdysis and consequently inhibited ecdysis during adult emergence but did not affect the larval-pupal transformation (Arakane et al., 2008). Altogether, these findings provide experimental evidence that the role of *Eh_1* in ecdysis during the pupae-to-adult transition seems conserved across insect species, including *Z. cucurbitae*.

Another gene of the insulin signalling pathway *Ror_1* was expressed in all the developmental stages. The highest expression was recorded in eggs and second instar larvae, followed by first and third instar larvae and pupae. When silencing *Ror_1* in larvae*,* no effects were observed on larval development, but most of the emerged adults died before reaching the sexual maturity stage. There were no differences in insect survival and development when *Nek4* and *Insp 1* were knockdown compared to non-treated larvae. Their expression was highest in the pupal stage, followed by third instar larvae. These results suggest different roles of each gene of the insulin-signalling pathway in *Z. cucurbitae*. The knockdown of *Insr* had no effects on the development and lifespan of *Z. cucurbitae*. Fontana et al. (2010) found no consensus on the function of *Insr* in insects, but Kenyon (2010) reported that the longevity of honeybee workers increased after silencing the IIS pathway, while it decreased following the suppression of *irs*. Knockdown of *HSP* caused up to 90% mortality in larvae and adults of the emerald ash borer *Agrilus planipennis* (Rodrigues et al., 2018). However, in the current study, the knockdown of *Hsp67* caused significant mortality in one-day-old adults but did not affect their physiology. A variety of proteotoxic tolerances is modulated by heat shock proteins (HSPs), originally identified as stress-responsive proteins (Feder and Hofmann 1999; Sørensen et al., 2003).

We have evidenced target genes involved in the development and survival of the major cucurbitae pest *Z. cucurbitae*. While enhancing the knowledge of the role of these genes in insect development, we suggest that *ImpE2,* involved in body regulation and *Tpk-tok* larval lethal gene could be potential targets for the development of RNAi-based pest control strategies against *Z. cucurbitae*, a major pest of a range of vegetables post-harvest. Such pest management strategies could be more efficient while less harmful to food crops and to non-target insects than chemical methods.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

# Supplementary material for: Comparative transcriptomics of the irradiated melon fly (Zeugodacus cucurbitae) reveal key developmental genes
**Source:** Front Physiol. 2023 Jan 17;14:1112548. doi: 10.3389/fphys.2023.1112548
**Supplement:** Supplementary file 1

Supplementary Material

Comparative transcriptomics of the irradiated melon fly (*Zeugodacus cucurbitae*) reveal key developmental genes

**Shakil Ahmad, Momana Jamil, Coline C. Jaworski, Yanping Luo***

*Abbrevations:*

DEG: differentially expressed gene

GO: gene ontology

KEGG: Kyoto Encyclopedia of Genes and Genomes

**1. Validation of DEGs expression levels through qRT-PCR**

We randomly selected 15 DEGs, including nine up- and six down-regulated. 

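Table S1 gives for each of the 15 genes the primers and the log2 fold change of the transcriptome data, which was compared here with the value from the deposited counts. The median absolute difference between both values was 0.07 on the log2 scale with edgeR's quasi-likelihood test and 0.0019 with DESeq2, and the largest difference was 0.48 with edgeR and 0.0095 with DESeq2. The 0.48 belongs to LOC105216023, which had 0 counts in every irradiated library. Its log2 fold change is therefore set by the fit and has no measured size, so this difference cannot be read as a disagreement. By the criteria of the paper, 13 of the 15 genes were called with edgeR and 14 with DESeq2. An adjusted p under 0.05 was reached by 9 of the genes with edgeR, all of them higher in irradiated larvae, and by 10 with DESeq2.

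**Figure D4:**
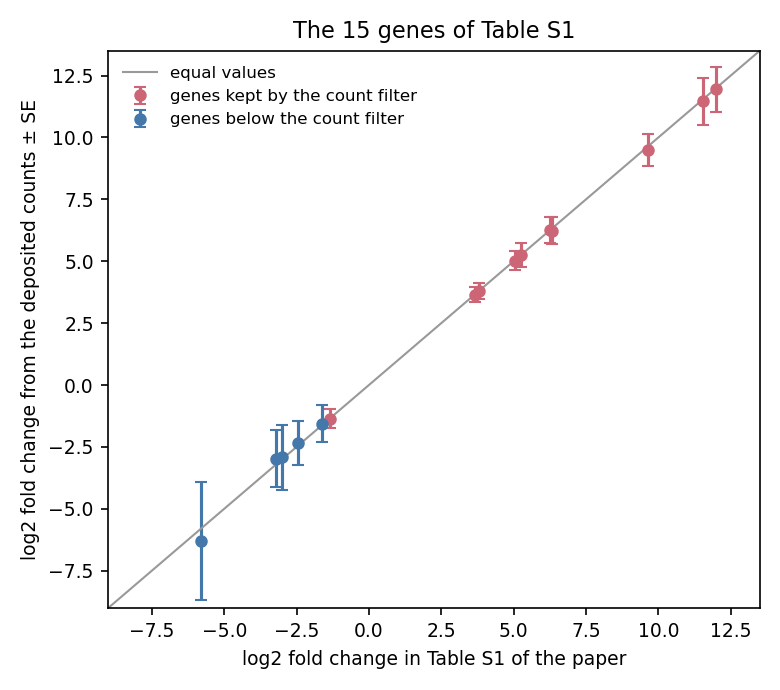
Log2 fold change of the 15 genes of Table S1 as computed from the deposited counts with edgeR (y axis, with the standard error as bars) against the value printed in Table S1 (x axis), with a line of equal values. The 5 genes below the count filter are all lower in irradiated larvae, and the longest bar, with a standard error of 2.39, is that of LOC105216023. This gene had 0 counts in every irradiated library, so the position of its point is set by the fit.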

We constructed 15 pairs of primers for qRT-PCR analysis to validate the expression levels measured in transcriptome sequencing data. Table S1 lists these primers. The same RNA samples used for transcriptome sequencing analysis (section 2.3.) were used. Gene expression levels were normalized using *EFα1* and *Actin* as internal controls, and the 2^-ΔΔCT^ method was used to calculate the gene relative expression level.

**Table S1.** Description of primers used to validate gene expression level by qRT-PCR on 15 randomly selected DEGs.

| **#** | **Gene ID** | **Primer sequences** | **Tm** | **Product size** | **DEG fold change** | **DEG** |
| --- | --- | --- | --- | --- | --- | --- |
| 1 | LOC105216023 | TTCCTCATCTGCTTGGCTCT  GTACACAGCTGGAGCAGCAA | 60.10  60.21 | 180 | -5.814 | down |
| 2 | LOC114803523 | ACTTCGCTCTCGTTTTCGTC  TAGGGGTAAGCGGAGTAGGC | 59.62  60.59 | 202 | -3.212 | down |
| 3 | LOC105214460 | TCAAATTGTTCGCTGTCTGC  GCGATCGAGTGAGCATTGTA | 60.00  59.98 | 232 | -3.0171 | down |
| 4 | LOC105214441 | AACCCGTTCTGACCAAAGTG  CACAACTGGAGCAGTGGCTA | 60.01  60.05 | 155 | -2.4417 | down |
| 5 | LOC105211598 | ACTTCGCTCTCGTCTTCGTC  GCTGTATGGGTAAGCGGAGT | 59.75  59.22 | 206 | -1.6248 | down |
| 6 | LOC105214581 | ACCGACACTAATTGCGAACC  GCTGCTGTTGTTGTTCGTGT | 60.00  59.95 | 184 | -1.3571 | down |
| 7 | LOC105213841 | GGACGGAGATGCCGTATTTA  TGTATCAACGATGCCACGAT | 59.92  59.96 | 232 | 11.9914 | up |
| 8 | LOC105213847 | CCATAAAGGATGGTCGCAGT  TTTTCCGCAAATCTGGTTTC | 59.96  60.05 | 174 | 11.5391 | up |
| 9 | LOC105213509 | AATAAGCGATTCCGGGCTAT  CTGTTTTGACACCCACATGC | 59.92  60.01 | 152 | 6.26925 | up |
| 10 | LOC105215154 | GTTGCTGTTGGTGTGTTTGG  ACCTCCACCAAATGGAACAC | 60.05  59.68 | 214 | 9.62328 | up |
| 11 | LOC105213671 | AATTTCCACCAGCTGCTTTG  CCACATCATCTTTCGTGGTG | 60.25  59.96 | 183 | 3.65811 | up |
| 12 | LOC105213670 | TGAACGCTTCGTTTTGACTG  AAGCGGGTTGAACATAGTCG | 60.03  60.13 | 227 | 3.80228 | up |
| 13 | LOC105212138 | CACAGCTCAAAGCAAAGCAA  AAGGGATTCTGGCTCCAAGT | 60.32  60.07 | 167 | 5.05623 | up |
| 14 | Spbc4f6.14_1 | ATCGGATGGCGAGACTAATG  CGGGAAATAATCCCCCTTTA | 60.06  59.98 | 189 | 5.24786 | up |
| 15 | LOC105212139 | CGCTTTCTTCCTGTTCCAAG  TACAGTAACCGCCACGTTTG | 59.99  59.65 | 215 | 6.31382 | up |
| 16 | *EFα1* | CGTTGGTGTCAACAAGATGG TGCCTTCAGCATTACCTTCC |  |  |  | Control |
| 17 | *Actin* | GACTCGTACGTCGGTGAC  CTGTGTCATCTTCTCACGG |  |  |  | Control |
| 18 | GFP | CAGTGGAGAGGGTGAAG  TTGACGAGGGTGTCTC |  |  |  | Control |

Gene expression levels measured in the transcriptome data were not significantly different than those validated using qRT-PCR (Fig. S1) as tested with the 2^-ΔΔCT^ method.

**Table S2.** RNAi and qRT-PCR primers used for dsRNA preparation and expression pattern quantification of target genes.

| **Gene** | **Primer** | **Sequence** | **Size** |
| --- | --- | --- | --- |
| **LOC105220847**  **(*Hsp67*)** | dsRNA F  dsRNA R  qPCR-F  qPCR-R | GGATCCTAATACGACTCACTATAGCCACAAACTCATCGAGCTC  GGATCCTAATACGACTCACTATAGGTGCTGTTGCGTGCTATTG  GAGCCTGCAAATAGCGTAG  CTTCGACTGTTGCACTCAAC | 423  220 |
| **LOC105217849**  **(*Insr*)** | dsRNA F  dsRNA R  qPCR-F  qPCR-R | **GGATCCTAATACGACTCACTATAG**CGTTCATGGTCTACCCTCG  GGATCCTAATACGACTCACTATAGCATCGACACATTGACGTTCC  CGCCACACCCATTACAAC  CATGCCTTCCATCGTAGAG | 533  231 |
| **LOC105213376**  **(*Tpk-tok*)** | dsRNA F  dsRNA R  qPCR-F  qPCR-R | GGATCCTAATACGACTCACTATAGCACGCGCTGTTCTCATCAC  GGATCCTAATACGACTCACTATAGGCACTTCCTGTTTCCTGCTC  GCTTCACCTCTTCCAGTTGC  GCTCGTTCTCCTTGACTTG | 562  186 |
| **LOC105215510**  **(*Nek4*)** | dsRNA F  dsRNA R  qPCR-F  qPCR-R | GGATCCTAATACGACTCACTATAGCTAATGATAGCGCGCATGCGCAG  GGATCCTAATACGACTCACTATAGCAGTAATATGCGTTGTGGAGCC  GAGTCCCACCATGATCTCG  GATGGTGAACACGCGTTATC | 516  267 |
| **LOC105216289**  **(*ImpE2*)** | dsRNA F  dsRNA R  qPCR-F  qPCR-R | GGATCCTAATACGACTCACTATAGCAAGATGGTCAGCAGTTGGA  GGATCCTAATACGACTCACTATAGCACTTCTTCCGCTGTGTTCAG  CAGAATGCCGTTGCTGTAG  GTTCTGTTGGGTGGTGGTC | 456  165 |
| **ID: 105214701**  **(*Ror_1*)** | dsRNA F  dsRNA R  qPCR-F  qPCR-R | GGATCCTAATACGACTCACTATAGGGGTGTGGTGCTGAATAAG  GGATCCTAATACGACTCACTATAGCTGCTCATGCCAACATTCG  CAAAAGCTACCGTTGGAAG  GACATGTCTTCCCCGTACTC | 544  160 |
| **ID: 105218604**  **(*Eh_1*)** | dsRNA F  dsRNA R  qPCR-F  qPCR-R | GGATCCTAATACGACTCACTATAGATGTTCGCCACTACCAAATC  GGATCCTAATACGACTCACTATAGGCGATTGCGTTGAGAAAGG  TTGCCATCCATTGGACACTA  CCTTTGAATTTCAGGCAGGA | 299  155 |
| **LOC105212945**  **(*Insp_1*)** | dsRNA F  dsRNA R  qPCR-F  qPCR-R | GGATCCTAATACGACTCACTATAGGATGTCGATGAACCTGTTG  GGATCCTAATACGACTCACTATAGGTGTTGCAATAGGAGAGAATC  CGTTATGGCAGTTGTGTTGC  GAACGGAGAGTTCGCATAG | 366  190 |

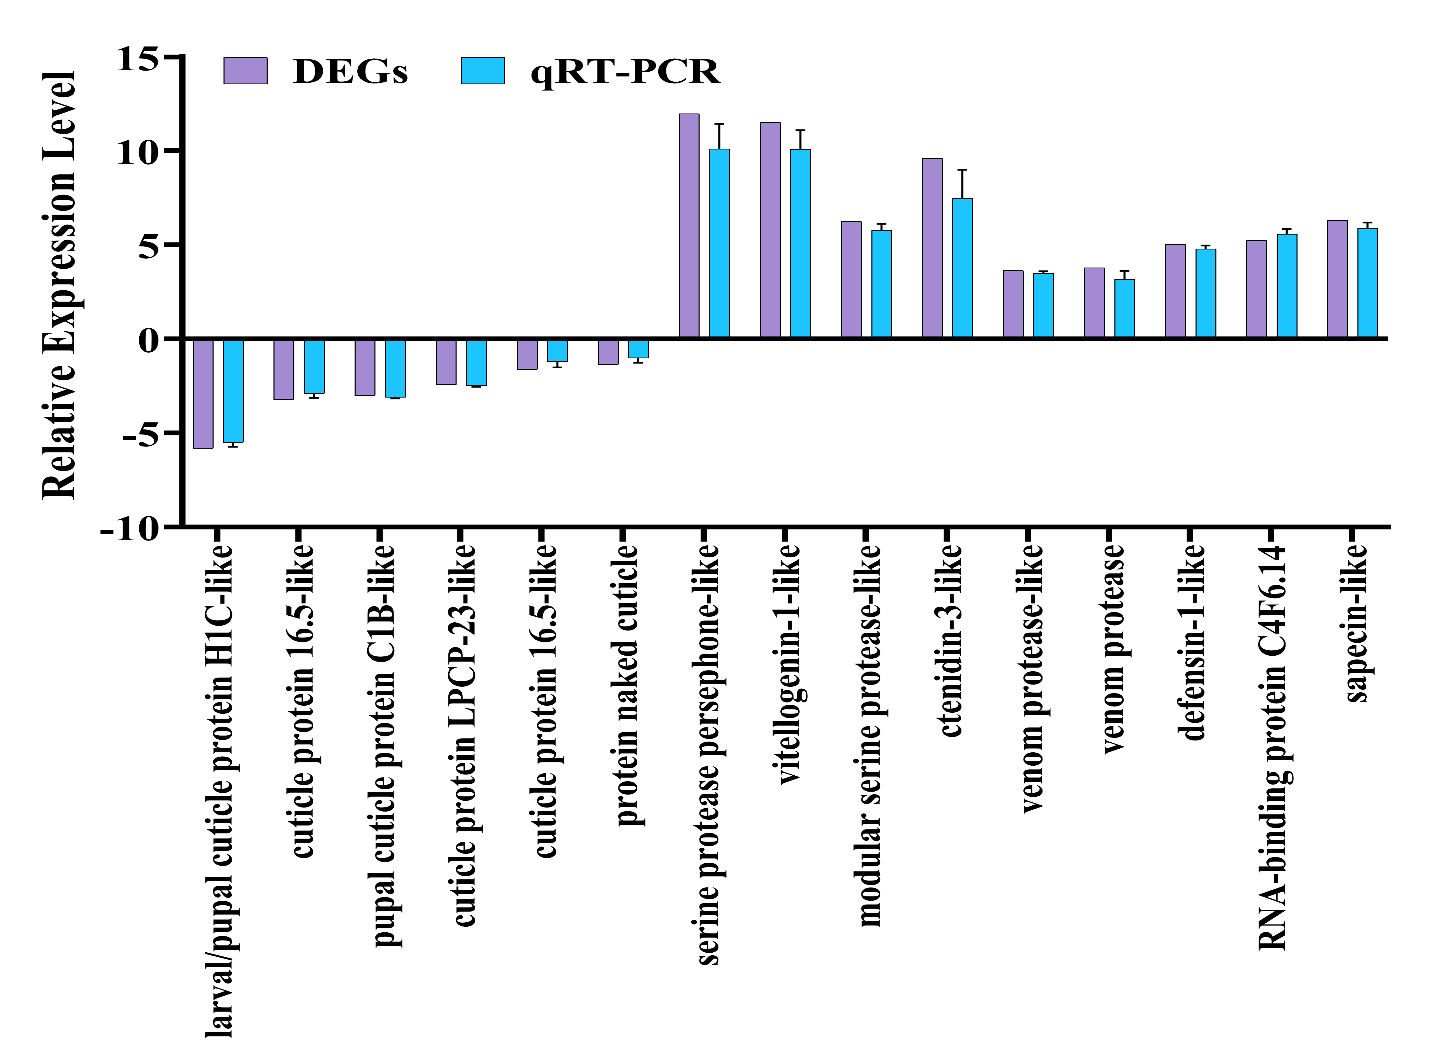

**Fig. S1.** Validation of 15 randomly-selected DEG expression levels using qRT-PCR data. Purple: gene expression levels calculated from RNA sequencing data; blue: gene expression levels calculated from qRT-PCR (mean % ± SD). The x-axis shows the 15 tested different genes. *EFα1* and *Actin* were used as internal controls and the 2^-ΔΔCT^ method was used to calculate the gene relative expression level.

**2. Supplementary figures**

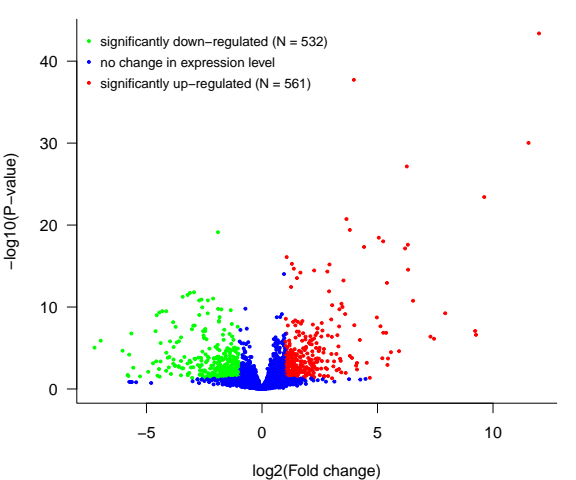

**Fig. S2.** Number of DEGs (*P*-value *<* 0.05 and |log2 (fold change in expression level)| ≥ 0.58) in irradiated *Zeugodacus cucurbitae* flies compared to non-irradiated control flies.

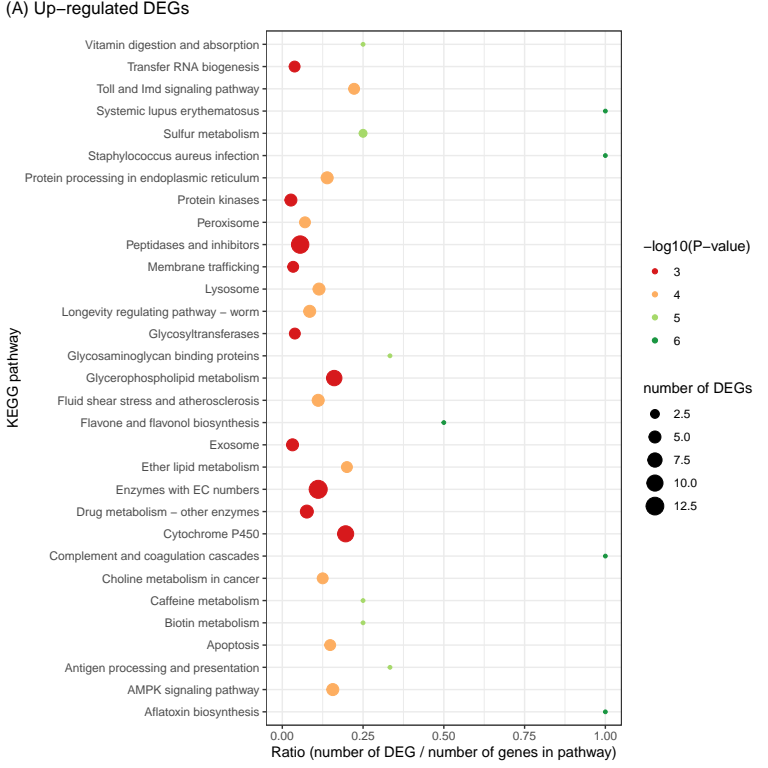

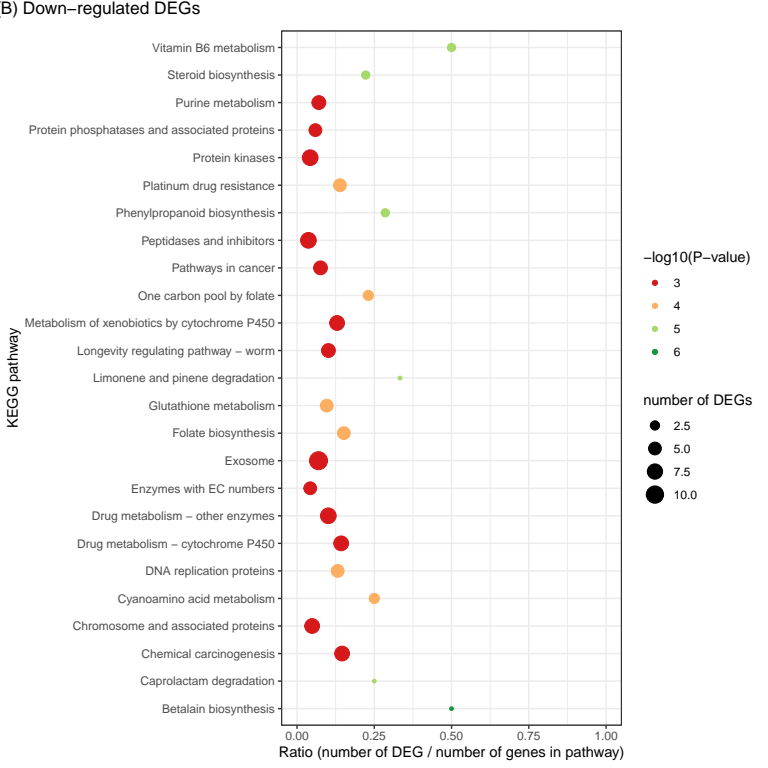
**Fig. S3.** KEGG enrichment analysis: Ratio of the number of (A) up-, and (B) down-regulated DEGs over the total number of genes in each KEGG pathway, for the 15 % most enriched significant (*P* < 0.05) KEGG pathways in irradiated *Zeugodacus cucurbitae* flies compared to non-irradiated control flies. The dot size shows the number of DEGs in each pathway, and the colour shows the degree of significance.

How the deposited data were processed for this re-analysis (not part of the article)

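The measurements were gene counts from RNA-seq of 3rd instar larvae of Zeugodacus cucurbitae, from 3 non-irradiated and 3 irradiated replicates of 20 pooled larvae each. The samples were assigned to the groups from their labels and the library names of Table 1. The authors removed low-quality reads with Perl scripts, aligned the rest with HISAT2 to the reference named in the paper's methods, and deposited whole-number counts per gene from HTSeq, without normalization. The authors also deposited FPKM values, computed from the counts and the gene length. For the 10492 genes with a count in every library, the length recovered from count, FPKM and library total was the same in all libraries, with a largest relative deviation of 9.69e-14, so the FPKM values carry no normalization beyond the library total. All per-sample columns were used.

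From the counts, library totals, pairwise comparisons of libraries and principal components were computed. The pairwise comparisons used genes with at least 20 counts over both libraries. Groups were compared with edgeR (version 4.0.16, R version 4.3.3), with TMM normalization, filterByExpr, robust estimation of the dispersion prior, glmQLFit and glmQLFTest, and Benjamini-Hochberg adjustment. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Alternatives were DESeq2 (version 1.42.0), RLE normalization, scaling by total counts only, no filter, at least 10 counts in every library, limma (version 3.58.1) on log2(FPKM + 1) and on log2(FPKM + 0.1), the replicate number as a block, no robust prior, each library left out in turn, and other fold change, FPKM and p thresholds. These, the tests and the rule for the genes to name were written before the data were examined. Added afterwards were DESeq2 with a mean dispersion fit, irradiated replicates 1 and 2 summed into 1 library, the removal of a smooth trend with gene length from each library (loess span 0.5), and gene lists by symbol. DESeq2 gave no p for 37 genes, which were left as missing.

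The genes to name were those that the paper gives with an identifier in Tables S1 and S2, whose values in the paper had been seen, the 5 largest increases and 5 largest decreases among genes with an adjusted p under 0.05, no overlap of the groups and a mean of at least 1 CPM, and the 3 smallest p in each direction. Genes known only by a number and absent from the paper are printed for at most 2 increases and 2 decreases. LOC105213846 was named outside this rule, after its values were seen. Genes named by Fig. S1 were paired with the identifiers of Table S1 by order. For genes below the count filter, the same test without a filter is reported. Families by product name had been planned, but the sources used here give no product names, so these tests were not run. 6 lists by gene symbol took their place: cytochrome P450, adult eye and antenna, cell division, imaginal disc patterning, DNA repair, and Toll and Imd signalling. They were tested with camera at a preset correlation of 0.01, with fry, and with camera at an estimated correlation, and adjusted over the 6 lists. GO and KEGG terms, qRT-PCR, RNAi and phenotypes were not analysed here.

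Gene symbols and the order of genes came from the gene table of assembly idZeuCucr1.2, in which 11831 of the 12834 identifiers were found. The authors used another build, so no coordinates are given.

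The library totals of 13192748 to 18311658 counts put 1 count at 0.0546 to 0.0758 CPM, and the floor of 3 counts at 0.164 to 0.227. Confidence intervals of count ratios are exact binomial intervals at a level of 95%, and cover counting error only. A two-sided exact permutation test of 3 libraries against 3 cannot give a p below 0.1. The scripts were tested on simulated counts drawn for the 9768 tested genes at the real library sizes, with 200 genes changed. edgeR recovered 80% of the changed genes at an adjusted p under 0.05 over 9691 genes, with 6.43% of its calls false, and 98.5% of those with a log2 fold change of 2 or 3 in size. DESeq2 recovered 80.5% at the same adjusted p, with 11.0% of its calls false. By the paper's criteria without the FPKM threshold, 95.5% were recovered and 67.5% of the calls were false in this simulation, where few genes changed. Of 200 simulated lists without a change, 0.5% had a camera p under 0.05. The simulated libraries were drawn independently and gene by gene. They held no pair as alike as irradiated replicates 1 and 2 and no correlation between genes. These rates therefore test the scripts and are not error rates of the real data.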

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

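In this part, the comparisons with neighbouring genes and the alternative with irradiated replicates 1 and 2 summed were chosen after the result was seen. LOC105213849 had 0, 1 and 1 counts in the non-irradiated libraries and 10188, 11356 and 130750 counts in the irradiated libraries, a signal in a gene that the paper does not discuss. Its log2 fold change was 15.71 (standard error 2.00, adjusted p = 0.0210 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), the largest increase of the genes called after adjustment. The ratio of the summed counts, normalized for library size, was 63139, with a counting interval from 17478 to 521367. The size rested in part on irradiated replicate 3: without it, the log2 fold change was 13.49. The adjusted p was above 0.05 without non-irradiated replicate 1 or 2, without irradiated replicate 1 or 2, and with irradiated replicates 1 and 2 summed into 1 library, where it was 0.0559 (range 0.000264 to 0.0864 over the libraries left out). DESeq2 gave no p for this gene at its default settings, because it sets aside genes in which a single library is extreme. It was 1 of 37 such genes, all with an FPKM above 1, and 1 of 2 in which every irradiated library lay above every non-irradiated library.

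In the gene order of assembly idZeuCucr1.2, LOC105213849 lies next to LOC105213847, the gene read as vitellogenin-1-like. The count of LOC105213849 was 0.813, 0.870 and 3.98 times that of LOC105213847 in irradiated replicates 1, 2 and 3. These values argue against a fixed small share of the reads of LOC105213847 counted on LOC105213849. A larger share stays open: LOC105213849 had more counts than LOC105213847 only in irradiated replicate 3, and 1 library does not exclude it. LOC105213846, on the other side of LOC105213847 and chosen after its values were seen, had 0, 0 and 2 counts against 80, 133 and 1174. Its count was 0.785%, 1.17% and 0.898% of that of LOC105213849 in the 3 irradiated libraries, and the largest share was 1.49 times the smallest. This is consistent with reads of LOC105213849 counted on it, and a rise of its own stays open as well. No sequence was compared, so reads shared between related genes of this region stay open for all 3 genes, as does an effect of irradiation, which no test here separates from other differences between the pools.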

How the results depend on the processing

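The alternatives with irradiated replicates 1 and 2 summed, the mean dispersion fit of DESeq2, the gene length trend removed and the lists by symbol were chosen after the data were examined. The directions of the named genes changed little with the processing. Of the 34 genes named or held by the naming rule, 1 reversed under 1 alternative: LOC105214460, with a log2 fold change of 0.074 without non-irradiated replicate 3, the library that holds 27 of its counts, against -3.43 at the other end of the range over the libraries left out. In the edgeR test, 24 of the 34 had an adjusted p under 0.05. None of these lost it with RLE normalization, total counts, no filter, the gene length trend removed, or DESeq2 where it gave a p. It was lost by 2 genes with limma on log2(FPKM + 1) and by 1 on log2(FPKM + 0.1). With irradiated replicates 1 and 2 summed, 10 lost it, 11 without irradiated replicate 1, 10 without irradiated replicate 2, 4 without irradiated replicate 3, 4 without non-irradiated replicate 1 or 3, and 2 without non-irradiated replicate 2. ImpE2, Ror_1 and LOC105214581 passed the threshold only under DESeq2, apart from ImpE2, which also passed it without non-irradiated replicate 2 and with the mean dispersion fit of DESeq2.

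The number of genes called by the paper's criteria was within 1.5 times that of the edgeR test (586 higher and 545 lower) under every tool, normalization, filter and library left out, with 545 to 764 higher and 461 to 614 lower genes over the libraries left out. It was smaller where the threshold itself was stricter: 308 and 302 with a log2 fold change of at least 1, 354 and 361 with DESeq2 at that threshold, and 204 and 121 with an adjusted p. Without the FPKM threshold, 610 genes were higher and 675 lower, so that the lower genes were the larger group. DESeq2 with a log2 fold change of at least 1 and no FPKM threshold gave 393 and 548. Of the 1131 genes, 1099 were kept in the same direction with the gene length trend removed, 1078 with total counts, 945 with irradiated replicates 1 and 2 summed, 863 with limma on log2(FPKM + 1), and 855 to 933 over the libraries left out, the lowest without irradiated replicate 3. None was called in the opposite direction in any of these.

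The number called at an adjusted p under 0.05 (209 higher and 156 lower) moved most. It was 554 and 480 with DESeq2, and 370 and 325 with the mean dispersion fit, added later, both with irradiated replicates 1 and 2 as separate libraries. Over the libraries left out it ranged from 18 to 162 higher and from 3 to 154 lower genes. The lowest values were those without irradiated replicate 1 (18 and 3) or 2 (22 and 5), followed by those without irradiated replicate 3 (95 and 43), without non-irradiated replicate 2 (120 higher) and without non-irradiated replicate 3 (90 lower). With irradiated replicates 1 and 2 summed, also added later, it was 20 and 5, and all 25 were among the 365. Fewer libraries by itself lowers the count, but leaving out a non-irradiated library, which leaves the same number, lowered it less. The replicate block gave 54 and 35, on a test with fewer residual degrees of freedom, and is not read as a weaker effect: same-numbered libraries did not deviate together from their group means (correlations -0.012, -0.095 and -0.15), so the numbers do not pair them. 5 of the 24 genes lost their call under the block: Spbc4f6.14_1, Insr, Tpk-tok, Nek4 and Dll_0.

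All 15 genes of Table S1 kept its direction, except 14 without non-irradiated replicate 3. Of the lists by symbol, all chosen after the data were examined, 2 passed the adjusted threshold with fry but not with camera: cell division (median log2 fold change -0.31) and Toll and Imd signalling (0.29). The imaginal disc patterning list (median -1.33) did not pass with the estimated correlation. The cell division list also passed with at least 10 counts in every library (-0.31) when adjusted over the 5 lists left there (adjusted p = 0.0419), but not when adjusted over 6 (0.0503), and the DNA repair list without non-irradiated replicate 2 (-0.34, at the end of a range that reached -0.068 without non-irradiated replicate 1). The cause of these changes was not tested. The planned tests of families by product name were not run, since no product names are at hand. Low counts limit the low genes most: 5 genes of Table S1 and Eh_1 were below the count filter. The fold changes of LOC105214460 and Eh_1 rested on non-irradiated replicate 3. Those of LOC105216023 (-6.29) and LOC114803523 (-2.97) shrank without it, to -3.88 and -1.73. ImpE2 was also highest in that library, while Ror_1, Insp_1 and LOC105211598 were highest in non-irradiated replicate 1. Depth does not account for the counts in non-irradiated replicate 3, whose total lay below that of every irradiated library. What sets that library apart was not tested.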

Differences from the paper's values

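1 value differed. The paper's text gives vitellogenin-1-like a fold change of 600, and the gene that Fig. S1 labels with this name, LOC105213847 when labels and identifiers are paired by order, had a fold change of 2835 in edgeR's quasi-likelihood test. The difference held in every alternative set before the data were examined except limma on log2(FPKM + 1). Table S1 of the paper itself lists a log2 fold change of 11.5391 for this identifier, where the value here was 11.47. With limma on log2(FPKM + 1) the fold change was 713, and over the other alternatives it lay between 1877 and 4955. The pairing of name and identifier rests on the order of the labels in Fig. S1. The paper's text gives its other yolk protein gene, vitellogenin-1, a fold change of about 2900, within 1.5 times of the value here for LOC105213847. The text pairs neither name with an identifier, so this is a difference only if the name in Fig. S1 and the name in the text mean the same gene.

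The numbers of genes called by the paper's criteria did not differ by more than 1.5 times: the paper gives 1093 genes, 561 higher and 532 lower, and the edgeR test gave 1131, 586 and 545. The alternatives set before the data were examined that differed by more were a log2 fold change of at least 1 (610 genes in all), an adjusted p (325) and DESeq2 with a log2 fold change of at least 1 (715). DESeq2 at its defaults gave 1287. DESeq2 with a mean dispersion fit gave 561 and 532, the numbers of the paper, and its fold changes for the 15 genes of Table S1 had a median absolute difference of 7.12e-06 from the paper's. This setting was chosen after seeing the values, from 8 settings tried, whose totals lay between 1093 and 1327. It is the setting under which the values match, and under it the unadjusted p was under 0.05 for all 15 genes of Table S1 and all 8 target genes. The paper's full list of called genes was not used here, so how many of its genes this setting drops is not known. In edgeR, 2 genes of Table S1 did not pass the unadjusted p, LOC105214460 and LOC105211598. LOC105214460 passed it with DESeq2, and both passed it with the mean dispersion fit. LOC105214460 also passed it without non-irradiated replicate 1 or 2 in edgeR, and LOC105211598 with limma on log2(FPKM + 1) and log2(FPKM + 0.1). The paper's text names the package and the threshold but not the dispersion fit.

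The paper counts all 8 target genes among its differentially expressed genes. At an adjusted p under 0.05 in edgeR, 4 of them (Hsp67, Insr, Tpk-tok and Nek4) were called. The paper's threshold is on the unadjusted p, which was under 0.05 for all 8.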

Other observations

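In this part, the tests of a duplicate deposit and of library size were chosen after the result was seen, and the gene lists after the data were examined.

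Irradiated replicates 1 and 2 were far more alike than any other pair of libraries. A duplicate deposit of the same library is argued against by their counts, which differed by more than sampling noise (mean squared standardized difference 2.86). A candidate explanation is that both libraries were made from the same larvae or RNA. Of 7428 genes with a mean of at least 5 CPM, the 742 that varied most between the non-irradiated libraries differed between irradiated replicates 1 and 2 by 0.983 times as much as the others, after allowing for abundance, but by 2.48 times as much between irradiated replicates 1 and 3 and by 2.45 times between 2 and 3. Genes that varied between pools of larvae thus varied no more than others in this pair. Pools of larvae that happened to be alike stay open, and no biological explanation was tested. If the pair is 1 replicate, the irradiated group holds 2, and 25 in place of 365 genes have an adjusted p under 0.05.

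Over the 10 ways to split the 6 libraries into groups of 3, the real split gave 1131 genes by the paper's criteria and 365 after adjustment, and 1 split in each case, the real one, reached that number. The other 9 gave 91 to 288 genes by the paper's criteria and at most 1 after adjustment. Of these, 3 keep irradiated replicates 1 and 2 in the same group as the real split does (164 to 288 genes by the paper's criteria), and 6 part them (at most 187). With 10 splits the share cannot fall below 0.1, so this test cannot exclude chance at the 0.05 level whatever the counts. A trend with gene length is argued against as the whole cause: 97.2% of the called genes stayed called in the same direction when it was removed.

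Larger libraries do not account for the rise of LOC105213847, since its summed counts were 3436 times higher in the irradiated group while the library totals were 1.22 times higher. Adult material in the irradiated pools was considered because yolk proteins are made by adult females. Of 6 adult eye and antenna genes, 1 (Orco, 4, 1 and 4 against 9, 17 and 14 counts) was higher in every irradiated library than in every non-irradiated library. The most abundant of them, Rh6, had 92, 70 and 122 counts against 146, 180 and 94. Arr1 had 48, 47 and 96 against 67, 83 and 73, and Snmp1 had 9, 6 and 6 against 16, 8 and 12. Rh4_1 had 1, 3 and 4 against 0, 0 and 1, and Or94a had 0, 0 and 1 against 0, 0 and 0. Only 3 of the 6 passed the count filter. Rh6 and Arr1 were also counted in every non-irradiated library, so these genes need not mark adult material. For this reason, and because the other counts were few, adult material and an effect of irradiation cannot be told apart from this list. The adult list as a set had a median log2 fold change of 0.31 over its 3 tested genes (camera, adjusted p = 0.533). The genes with symbols Yp3_0 and Yp3_1, both chosen after their values were seen, were not higher, with log2 fold changes of -0.22 (adjusted p = 0.913) and -0.23 (adjusted p = 0.479 from edgeR).

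Genes called in the same direction lay next to each other more often than by chance. In the gene order of assembly idZeuCucr1.2, 166 neighbouring pairs among 9394 placed genes were called in the same direction, against a mean of 61.5 and a maximum of 91 in 10000 shuffled orders (permutation test, p = 0.0001, the smallest this number of shuffles can give). The longest run held 6 genes. Reads shared between duplicated neighbours and shared regulation of neighbours were not tested against each other.

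4 hypotheses on gene lists were tested with camera, adjusted over 6 lists. Less imaginal disc tissue in the irradiated larvae predicts lower patterning genes: the median log2 fold change of Optix, Awh, Scr and Ubx_2 was -1.33 (adjusted p = 0.0036), with 4 of 4 negative and 2 without overlap, which is consistent with it. The list was drawn after Dll_0 had been seen to fall, and Ubx_2 hardly moved (-0.11). With an estimated correlation the adjusted p was 0.159, and fry gave 0.00401. Other causes of lower levels of these genes, such as an earlier developmental age of the irradiated larvae, were not tested. Fewer dividing cells predicts lower cell division genes: the median of 10 was -0.31 (adjusted p = 0.0685), with 9 negative. The list was not sorted by whether a member promotes or restrains division, so the signs of its members are not a count for or against this. The 1 positive member, Fzr1_0 (log2 fold change 0.593), was the only one with an adjusted p under 0.05 over all tested genes (0.0369 from edgeR). A lasting DNA damage response predicts higher DNA repair genes: the median of 8 was -0.20 (adjusted p = 0.128), with 2 positive. Activation of immune signalling predicts higher Toll and Imd genes: the median of 5 was 0.29 (adjusted p = 0.191), with 4 positive. Defensin-1-like, sapecin-like and serine protease persephone-like, read by the order of the labels of Fig. S1, had log2 fold changes of 5.02, 6.24 and 11.94 (adjusted p = 0.00674 each from edgeR), in the predicted direction, but they are in Table S1 and their values had been seen, so they are no test of it. For these 3 lists the test decided neither way; fry gave adjusted p of 0.00506, 0.0769 and 0.033.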
